# Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis

**DOI:** 10.1038/s41467-019-09250-6

**Published:** 2019-03-22

**Authors:** Madison J. Kelly, Joan So, Amy J. Rogers, Gareth Gregory, Jason Li, Magnus Zethoven, Micah D. Gearhart, Vivian J. Bardwell, Ricky W. Johnstone, Stephin J. Vervoort, Lev M. Kats

## Abstract

The BCL6 Corepressor (BCOR) is a component of a variant Polycomb repressive complex 1 (PRC1) that is essential for normal development. Recurrent mutations in the *BCOR* gene have been identified in acute myeloid leukaemia and myelodysplastic syndrome among other cancers; however, its function remains poorly understood. Here we examine the role of BCOR in haematopoiesis in vivo using a conditional mouse model that mimics the mutations observed in haematological malignancies. Inactivation of *Bcor* in haematopoietic stem cells (HSCs) results in expansion of myeloid progenitors and co-operates with oncogenic *Kras*^*G12D*^ in the initiation of an aggressive and fully transplantable acute leukaemia. Gene expression analysis and chromatin immunoprecipitation sequencing reveals differential regulation of a subset of PRC1-target genes including HSC-associated transcription factors such as *Hoxa7/9*. This study provides mechanistic understanding of how BCOR regulates cell fate decisions and how loss of function contributes to the development of leukaemia.

## Abstract (web summary)

BCL6 corepressor (BCOR) is recurrently mutated in acute myeloid leukaemia and myelodysplastic syndrome. Here, the authors use mouse models to show the mechanism of how inactivation of BCOR in haematopoietic stem cells contributes to the development of leukaemia.

## Introduction

The *BCL6 Co-repressor* (*BCOR*) gene is located on chromosome X and encodes a ~180 kDa nuclear protein that is ubiquitously expressed across adult human tissues. BCOR is essential for normal embryonic development; germline hemizygous *BCOR* loss-of-function mutations are responsible for male lethality while heterozygous mutations in females result in oculocardiofaciodental (OFCD) syndrome, a rare genetic condition characterised by craniofacial, ocular and cardiac abnormalities^1^. Next-generation sequencing studies have demonstrated that somatic *BCOR* mutations occur in a range of conditions that affect the myeloid and erythroid haematopoietic lineages including acute myeloid leukaemia (AML), myelodysplastic syndrome (MDS), chronic myelomonocytic leukaemia (CMML) and aplastic anaemia^2–6^. The mutations in these diseases almost always result in a premature stop codon and nonsense-mediated decay or protein truncation, strongly suggestive of a tumour suppressor role for BCOR in these contexts. Interestingly however, BCOR can mediate pro-oncogenic functions in some cell types, while in other contexts it behaves as a tumour suppressor^7–11^. Hence, the role of *BCOR* is highly tissue-specific and should be functionally analysed in a physiologically relevant setting that is appropriate for the disease being studied.

Polycomb group (PcG) proteins are evolutionary conserved chromatin modifiers that regulate a broad array of genes in mammals and play major roles in development and cancer^12^. PcG proteins are present in multi-protein complexes that can be classified into two types, Polycomb repressive complex 1 and −2 (PRC1 and −2). PRC1 and PRC2 possess distinct enzymatic activities: PRC1 ubiquitinates histone 2A at lysine 119 (H2AK119ub) whereas PRC2 di- and trimethylates lysine 27 of histone 3 (H3K27me2/3). The canonical pathway of PRC transcriptional repression, established predominantly from studies in *Drosophila* and mammalian embryonic stem cells, involves the sequential recruitment and activity of PRC2 followed by PRC1^12,13^. However, PRC1 complex components are known to be highly variable and at least six distinct complexes have been described. Each complex is composed of a catalytic ubiquitin-ligase core containing RING1/RNF2 (also known as RING1A/B) and a Polycomb Group Ring Finger (PCGF) paralogue, bound to different accessory proteins^12,13^. The mode of recruitment of these distinct entities to chromatin, their effects on the regulation of gene expression and their distinct biological functions remain under investigation.

The BCOR protein was initially identified in a yeast two-hybrid screen as an interaction partner of the transcription factor (TF) B-cell Lymphoma 6 (BCL-6)^14^ and was subsequently shown to be a member of a non-canonical PRC1 complex. In multiple different cell types BCOR co-purifies with RING1/RNF2, PCGF1, RYBP, SKP1 and the histone demethylase KDM2B, a complex commonly referred to as PRC1.1^15–18^. Interestingly, in germinal centre B cells, BCOR can assemble into an alternate CBX8 containing Polycomb complex^7^ underscoring the context-dependent nature of PRC1 complexes. The C-terminal PCGF Ub-like fold discriminator (PUFD) domain of BCOR is necessary and sufficient for its interaction with PRC1 and can bind to PCGF1 or −3^19^. BCOR has also been shown to directly bind AF9, although whether this occurs outside of a PRC1 context is unknown^20^.

Herein, a conditional mouse model of *Bcor* inactivation was developed to explore its function in myeloid differentiation and transformation. Using small numbers of haematopoietic cells isolated ex vivo, comprehensive analyses of the transcriptional and epigenetic consequences of *Bcor* loss were conducted. We demonstrate that *Bcor* has a pivotal role in the regulation of haematopoietic stem cell (HSC) associated transcriptional networks. Loss of Bcor results in expansion of myeloid progenitor cells, and in the context of oncogenic *Kras*, the initiation of cancer.

## Results

### Bcor mutation leads to expansion of myeloid progenitors

To analyse the function of *Bcor* in haematopoiesis in vivo a novel conditional mouse model was generated that mimics the truncating *BCOR* mutations observed in AML. We made use of a previously developed *Bcor*^*flox*^ allele that has exons 9 and 10 flanked by *LoxP* sites (Fig. 1a) (Hamline et al., in prep.). Cre recombinase-mediated excision of exons 9 and 10 causes a frameshift and the introduction of a premature in-frame stop codon in the *Bcor* open reading frame. The recombined *Bcor*^*flox*^ locus encodes a truncated Bcor protein that lacks the PUFD domain required for interaction with the PRC1 complex^19^ (Fig. 1a).

**Fig. 1:**
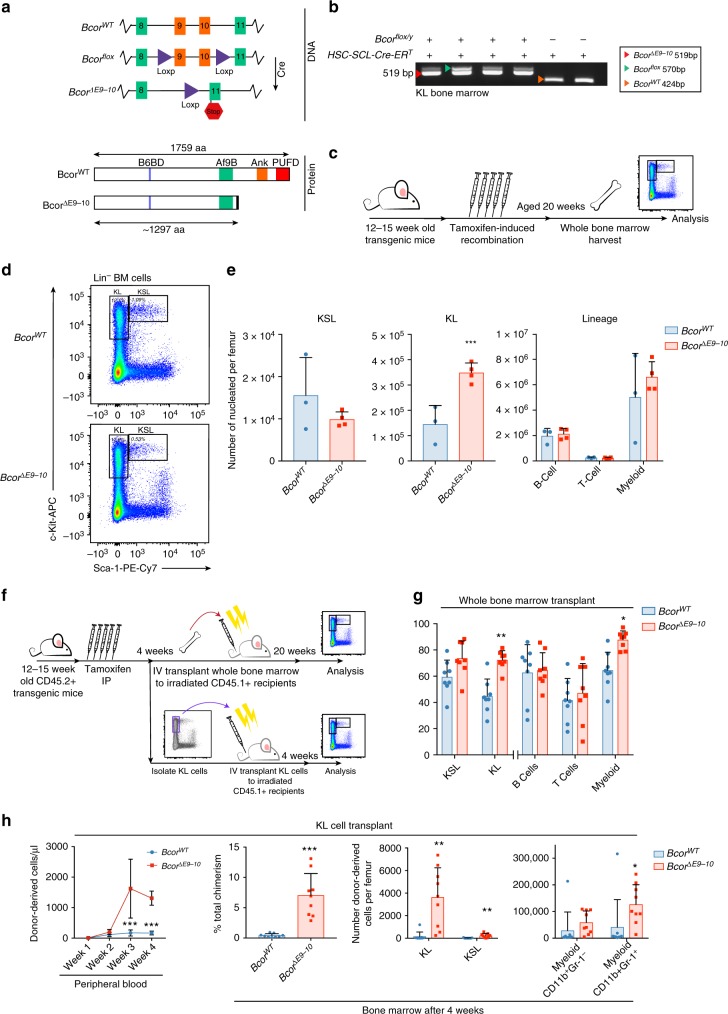
*Bcor* mutation increases repopulating capacity of myeloid progenitors. **a** Diagram of *Bcor* wild-type and conditional alleles (middle, exons 9–11 labelled) and the encoded truncated protein resulting from Cre-mediated recombination (bottom, protein domains labelled; B6BD, BCL-6 binding domain; Af9B, Af9 binding domain (present only in isoforms a and b) Ank Ankyrin repeat, PUFD PCGF ub-like fold discriminator, black box denotes 11 out-of-frame amino acids before stop codon). **b** PCR genotyping of sorted KL (Kit^+^Sca1^−^Lin^−^) cells performed 20 weeks post tamoxifen administration. PCR products corresponding to *Bcor*^*ΔE9-10*^ (red arrow), *Bcor*^*flox*^ (green arrow), and *Bcor*^*WT*^ (orange arrow) are shown. **c** Schematic overview of analysis of *Bcor* ^*ΔE9-10*^ and *Bcor*^*WT*^ mice. **d** Representative flow cytometry plot of bone marrow (BM) from *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ mice at 20 weeks. The strategy for gating KL (Kit^+^Sca1^−^Lin^−^) and KSL (Kit^+^Sca1^+^Lin^−^) cells within lineage negative (CD5^−^, B220^−^, CD11b^−^, Gr-1^−^, 7–4^−^ and Ter-119^−^) BM cells is indicated. **e** Absolute numbers of indicated cell populations per femur quantified by flow cytometry (*n* = 3–4 mice/genotype; KL *p* = 0.0049, KSL *p* = not significant (N.S.)). **f** Schematic overview of transplantation experiments using total BM mononuclear cells or isolated BM KL cells. **g** Percentage of donor-derived cells (CD45.2^+^) within the indicated populations in the BM of *Ptprca* recipients transplanted with total BM mononuclear cells quantified by flow cytometry 20 weeks post-transplant (*n* = 8 recipients, KL: *p* = 0.00012; myeloid: *p* = 0.0075). **h** Absolute numbers and percentage chimerism of donor-derived cells in the peripheral blood and BM of *Ptprca* recipients transplanted with sorted KL cells quantified by flow cytometry (*n* = 9 recipients; PB week3, *p* = 2.084E-12, week 4, *p* = 3.84E-09, BM chimerism *p* = 4.0E-4, KL *p* = 1.2E-3, KSL *p* = 3.7E-3, Myeloid CD11b^+^only *p* = Myeloid CD11b^+^Gr1^+^ *p* = 2.3E-2). Values from individual animals are shown, bars indicate mean ±standard deviation, means compared with unpaired *t*-test: *p < 0.05, ** *p* <  0.005, *** *p* < 0.0005)

*Bcor*^*flox*^ mice were crossed with *HSC-SCL-Cre-ER*^*T*^ mice to facilitate tamoxifen inducible *Bcor* deletion specifically in HSCs^21^. Administration of tamoxifen to a cohort of *Bcor*^*flox*^;*HSC-SCL-Cre-ER*^*T*^ animals resulted in efficient recombination at the *Bcor* locus (Fig. 1b, Supplementary Fig. 1A-B) (hereafter referred to as *Bcor*^*ΔE9-10*^). *Bcor*^*ΔE9-10*^ mice were compared to tamoxifen treated single transgenic *Bcor*^*flox*^ or *HSC-SCL-Cre-ER*^*T*^ littermates which expressed wild-type Bcor (hereafter referred to as *Bcor*^*WT*^). Using immunobotting we confirmed that *Bcor*^*ΔE9-10*^ results in low level expression of a truncated protein (Supplementary Fig. 1C), consistent with previously published findings of the same allele^8^.

*Bcor*^*ΔE9-10*^ mice did not display overt haematopoietic dysfunction over a twenty-week observation period and their peripheral blood counts remained within normal limits (Supplementary Fig. 1D). To identify more subtle phenotypes in *Bcor*^*ΔE9-10*^ mice, a comprehensive immuno-phenotypic analysis of bone marrow populations was performed (Fig. 1c). There was a significant increase in the absolute number of cKit^+^Sca1^−^Lin^−^ myeloid progenitor cells (KL cells) in the bone marrow *Bcor*^*ΔE9-10*^ mice, whilst there was no difference in the number of cells in the cKit^+^Sca1^+^Lin^−^ HSC compartment (KSL cells) (Fig. 1d, e and Supplementary Fig. 1E, J). Further analysis of the sub-populations that make up the KSL compartment using a previously published gating strategy^22^ (Supplementary Fig. 1F) demonstrated no significant difference in long term haematopoietic stem cells (LT-HSC), multi potent progenitor cells (MPP) or haematopoietic progenitor cells (HPC1/HPC2) (Supplementary Fig. 1G). The absence of an effect in KSL cells was not due to inefficient gene knockout, as comparable recombination of the *Bcor* locus was observed in both KL and KSL cells at 12 weeks (Supplementary Fig. 1A, B) post tamoxifen administration.

To further investigate the effect of *Bcor* mutation on haematopoiesis, competitive transplantation experiments were performed in congenic *Ptprca* mice (Fig. 1f). First, bone marrow cells from tamoxifen treated *Bcor*^*ΔE9-10*^ or *Bcor*^*WT*^ donor mice were transplanted into sub-lethally irradiated *Ptprca* recipients and the level of leukocyte chimerism in the bone marrow was assessed after 20 weeks. *Bcor*^*ΔE9-10*^ cells were capable of tri-lineage differentiation, but also demonstrated an expansion of KL cells and an increase in mature myeloid cells compared with *Bcor*^*WT*^ cells (Fig.1g, Supplementary Fig. 1H). As there was no difference between *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KSL cells either at steady state or in the transplant setting, we hypothesised that the increased KL compartment in *Bcor*^*ΔE9-10*^ animals was due to an enhanced self-renewal or proliferative capacity of *Bcor*^*ΔE9-10*^ KL cells. To evaluate this, KL cells were isolated from *Bcor*^*ΔE9-10*^ *or Bcor*^*WT*^ donor mice and transplanted into sub-lethally irradiated *Ptprca* recipients (Fig. 1f). The absolute number of donor-derived cells in the peripheral blood was tracked over 4 weeks after which point the bone marrow was assessed for donor-derived populations. *Bcor*^*ΔE9-10*^ KL cells displayed enhanced repopulating capacity, expanding to more than three times the size of the *Bcor*^*WT*^ population in the peripheral blood of recipients over the 4-week period (Fig. 1h, Supplementary Fig. 1I). Further investigation revealed that the transplanted *Bcor*^*ΔE9-10*^ KL cells remained in the bone marrow after 4 weeks, whereas *Bcor*^*WT*^ cells were largely depleted (Fig. 1h). Additionally, recipients transplanted with *Bcor*^*ΔE9-10*^ KL cells had higher numbers of donor-derived mature myeloid cells compared to those recipients that received *Bcor*^*WT*^ KL cells (Fig. 1h, Supplementary Fig. 1I). Taken together, these data demonstrate that *Bcor* mutation in HSCs results in increased self-renewal and an expansion of myeloid progenitor cells in vivo.

### Bcor regulates an HSC-associated transcriptional program

In order to discern the molecular mechanisms that underpin the aberrant phenotype of *Bcor*^*ΔE9-10*^ myeloid progenitors, gene expression analysis using 3′ RNA sequencing (Quant-seq) was performed on KL cells isolated from *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ mice. We identified 1497 significantly differentially expressed genes (DEG; see Supplementary Data 1) including many genes involved in regulation of haematopoiesis, leukocyte differentiation and activation (Fig. 2a and Supplementary Fig. 2A and B). Gene set enrichment analysis (GSEA) revealed that *Bcor*^*ΔE9-10*^ KL cells expressed higher levels of transcripts that are typically enriched in HSCs, and conversely expressed lower levels of transcripts that are upregulated during normal myeloid development (Fig. 2a, b). 

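The transplant experiment comprised 4 Quant-seq libraries of donor-derived KL cells, the lineage-negative, c-Kit-positive and Sca-1-negative myeloid progenitors of the bone marrow, 2 of *Bcor* ΔE9-10 origin and 2 of *Bcor* WT origin. The sample labels describe a transplant of whole bone marrow, with KL cells sorted at 20 weeks. The paper's methods also describe transplants of KL cells and do not state which kind gave these libraries. Its details for bone marrow were taken to apply, 500000 cells given to female *Ptprca* recipients after irradiation with 5.5 Gy. The donors were taken to be male, as the methods state for molecular analyses. Quant-seq primes from the poly-A tail, so each transcript is counted near its 3′ end. The authors removed low-quality reads, trimmed the remainder with cutadapt, mapped them to mm10 with HISAT2 and counted them on genes with subread, and the deposited values are these counts without normalization. In *Bcor* ΔE9-10 replicate 2 and *Bcor* WT replicate 1 the values were taken to be expected counts, which need not be whole. Only a single gene, *Gm4430*, had values that were not whole there, 17.5 and 11.5 counts. That reading is therefore an assumption, and it was not tested. All values were rounded before testing. *Bcor* (ENSMUSG00000040363) lies on chromosome X of GRCm38 (mm10) from 12036740 to 12160355. It had 104 and 113 counts in *Bcor* ΔE9-10 replicates 1 and 2 and 58 and 79 counts in *Bcor* WT replicates 1 and 2, a log2 fold change of 0.25 (standard error 0.36) that stayed between 0.15 and 0.34 when 1 library was left out. Because the deletion removes internal exons while the reads come from the 3′ end, these counts do not check the genotype labels. The counts added up to 5058140 and 6253100.5 in the *Bcor* ΔE9-10 libraries and to 3825289.5 and 4992205 in the *Bcor* WT libraries, in the order of the replicates. The paper's methods give a depth of 6000000 to 10000000 reads, and the values here use the counted reads. The table held 12067 genes, of which 11953 (99.1%) had a symbol found in GENCODE M21, the annotation used for positions, and 838 are annotated there as pseudogenes. The paper's text does not name the filter behind the table, in which every gene reached at least 2.08 CPM in 2 or more libraries. The filterByExpr function of edgeR removed 0 of these genes. A single gene, *Gm42418*, annotated as a lincRNA on chromosome 17 from 39846958 to 39848788, took an uneven share of the libraries. *AY036118* and *CT010467.1* overlap it on the other strand, and the paper's text does not state whether the counting used the strand. Its counts thus need not come from a lincRNA. *Gm42418* held 16.3% of the counts in *Bcor* ΔE9-10 replicate 1 (95% Wilson interval 16.3 to 16.4%) and 14.3% in *Bcor* ΔE9-10 replicate 2 (14.3 to 14.3%). In *Bcor* WT replicate 1 it held 27.9% (27.8 to 27.9%), whereas in *Bcor* WT replicate 2 it held 1.43% (1.42 to 1.45%). Libraries were scaled with edgeR's TMM factors, which were 1.07 and 0.981 for *Bcor* ΔE9-10 and 0.895 and 1.06 for *Bcor* WT. The smallest abundance that 3 counts can show ranged from 0.480 to 0.784 CPM, and no molecular identifiers are described, so intervals and floors cover counting error only. Across genes, the Pearson correlation of log2 CPM was 0.947 between the *Bcor* ΔE9-10 replicates and 0.893 between the *Bcor* WT replicates, and it ranged from 0.901 to 0.940 between libraries of different genotype. The 2 *Bcor* WT libraries were thus less alike than any of the other 5 pairs. Each genotype was represented by 2 libraries, so the spread within a genotype rests on 1 difference.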

Quant-seq was also performed on donor-derived *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells isolated from *Ptprca* recipient mice. 

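The primary log2 fold changes are the paper's own, from Supplementary Data 1, which lists 1831 genes, 979 of them up and 852 down in *Bcor* ΔE9-10 KL cells of primary transgenic mice. The paper's text cites this list for a smaller number of differentially expressed genes and does not explain the difference. The full list was used here. Of the listed genes, 1652 were in the transplant table and were compared with log2 fold changes from edgeR's quasi-likelihood fit (*Bcor* ΔE9-10 against *Bcor* WT). Across these genes, Spearman's rho was 0.494, and 1262 genes (76.4%) changed in the same direction. Genes are not independent replicates, so no p-value is given. The spread was taken from the 4 single pairs of 1 *Bcor* ΔE9-10 and 1 *Bcor* WT library, over which rho had an SD of 0.263 and ranged from 0.0522 to 0.573, and the percent in the same direction had an SD of 14.0 and ranged from 51.6 to 78.8%. Both pairs with *Bcor* WT replicate 1 lay at the low end, and both pairs with *Bcor* WT replicate 2 lay at the high end, at 0.526 and 0.573. The difference between the 2 *Bcor* WT libraries (replicate 1 minus replicate 2) itself had a rho of 0.478 with the primary change, while the difference between the *Bcor* ΔE9-10 libraries had -0.0832. With 1 library left out, rho was 0.489 without *Bcor* ΔE9-10 replicate 1, 0.374 without *Bcor* ΔE9-10 replicate 2, 0.580 without *Bcor* WT replicate 1 and 0.114 without *Bcor* WT replicate 2, which was the alternative that moved it most. The 4 libraries can be split into 2 and 2 in 2 other ways. Setting replicates 1 against replicates 2 gave a rho of 0.347. Setting *Bcor* ΔE9-10 replicate 1 and *Bcor* WT replicate 2 against the other two libraries gave -0.431. Leaving out genes named as pseudogenes or predicted genes gave a rho of 0.545 over 1521 genes. As sets, the genes up in the primary mice had a median log2 fold change of 0.25 (882 genes, 74.1% higher in *Bcor* ΔE9-10), with an adjusted p of 0.579 in limma's fry rotation test (0.435 before adjustment over 3 sets). The genes down in the primary mice had a median of -0.35 (770 genes, 21.0% higher), with an adjusted p of 0.575 in limma's fry test (0.192 before adjustment). The camera test, which sets the statistics of a set's genes against those of all other genes, gave 2.29e-10 and 3.46e-11 before adjustment. Its units are genes and not mice, so these values do not measure the spread between mice. By the criterion of the paper's lists (absolute log2 fold change above 0.5 and p under 0.05), 533 genes differed in the transplant data, 162 up and 371 down, where 603.35 genes of the 12067 tested would have p under 0.05 by chance alone. The same count was 403 and 528 in the other 2 splits. Of the 533, 112 are in Supplementary Data 1 and 99 of those moved in the same direction. At an adjusted p under 0.05 (edgeR with Benjamini-Hochberg adjustment), 2 genes differed over all genes, against 0 and 4 in the other splits, and 0 differed when the adjustment covered the genes of Supplementary Data 1 alone. Both are processed pseudogenes whose reads the counting could have split with a near-identical coding gene. *Gm13167* on chromosome 4 from 146224036 to 146224613 is 98.8% identical to *Hmgb2* and had 1444 and 2028 counts in *Bcor* ΔE9-10 against 17 and 21 in *Bcor* WT (log2 fold change 6.07, standard error 0.41, edgeR adjusted p = 0.00577). *Gm11425* on chromosome 11 from 83027500 to 83027997 is 99.2% identical to *Rpl12* and had 1309 and 1166 counts against 19 and 28 (log2 fold change 5.32, standard error 0.39, edgeR adjusted p = 0.00577).

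**Figure D1:**
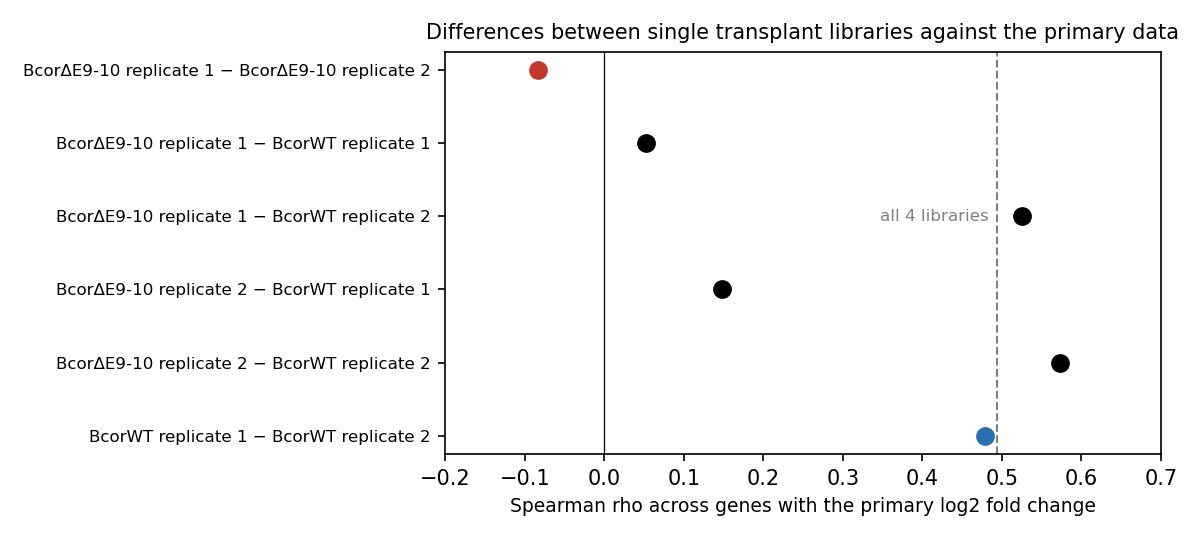
Spearman's rho (horizontal axis) between the primary log2 fold change of Supplementary Data 1 and the log2 difference of each pair of transplant libraries, over 1652 genes. Black points are pairs of different genotype, the red point is the *Bcor* ΔE9-10 pair, the blue point is the *Bcor* WT pair, and the dashed line marks the value from all 4 libraries, 0.494. The pairs that hold *Bcor* WT replicate 2 lie between 0.478 and 0.573, and the others lie between -0.0832 and 0.149.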

Comparison of the two independently derived data sets demonstrated a high degree of correlation between transcriptional changes in the transplant and primary transgenic settings (Supplementary Fig. 2C). These data suggest that Bcor is partially responsible for reprogramming the transcriptome during myeloid commitment and that *Bcor* mutation results in aberrant expression of a stem cell-like transcriptional program in myeloid progenitor cells.

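The transcription factor genes that the paper names as changed in *Bcor* ΔE9-10 KL cells were read in the transplant libraries. These are 13 genes, comprising the super-enhancer-associated genes of Fig. 2e (*Hoxa7*, *Hoxa9*, *Lmo2*, *Fos*, *Tal1* and *Zfp36*) with *Runx2*, *Myc* and members of the *Gata*, *Cebp* and *Hoxa* families. *Hoxa9* (ENSMUSG00000038227, chromosome 6 from 52223100 to 52231089, GRCm38) had 327 and 307 counts in *Bcor* ΔE9-10 and 59 and 70 in *Bcor* WT. Its level was 55.2 ± 7.35 CPM (SD, n = 2) in *Bcor* ΔE9-10 and 15.2 ± 2.87 in *Bcor* WT. The log2 fold change was 1.87 (standard error 0.34) and stayed between 1.68 and 2.06 when 1 library was left out, beside the paper's 3.42 in primary mice. Its adjusted p was 0.419 in edgeR over all genes and 0.0164 over the 26 genes that the paper names from the primary mice, of which it was the only gene under 0.05 (6 had an unadjusted p under 0.05). With DESeq2 in place of edgeR the adjusted p of *Hoxa9* over all genes was 0.0150, at the low end of the range from 0.0150 to 0.555 over the alternatives. *Hoxa7* (chromosome 6, 52214491 to 52221854) had 124 and 67 counts against 27 and 27, a log2 fold change of 1.39 (standard error 0.52). This ranged from 0.76 to 1.83 when 1 library was left out, lowest without *Bcor* ΔE9-10 replicate 1. *Hoxa5* (chromosome 6, 52201754 to 52204587) had 58 and 53 counts against 5 and 14, a log2 fold change of 2.19 (standard error 0.58). *Hoxa5* shares its span with *Hoxa3* on the same strand, both genes lie opposite *Hoxaas3*, and the paper's text does not state whether the counting used the strand, so their counts are uncertain to that extent. *Tal1* (chromosome 4, 115056426 to 115071755) had 160 and 133 counts against 47 and 56, a log2 fold change of 1.08 (standard error 0.38). The edgeR adjusted p of *Hoxa7*, *Hoxa5* and *Tal1* was 0.945 over all genes. For the remaining genes the difference was within 1 standard error of 0. *Lmo2* was at 0.31, *Fos* at 0.28, *Runx2* at 0.28, *Zfp36* at -0.00, *Cebpb* at -0.01, *Gata1* at -0.02, *Cebpg* at -0.32, *Myc* at -0.34 and *Gata2* at -0.41, all as log2 fold changes. *Fos* had 2902 and 2910 counts in *Bcor* ΔE9-10 but 2365 and 761 in *Bcor* WT, so its difference changed sign when *Bcor* WT replicate 2 was left out. In total 7 of the 13 genes were higher and 6 lower in *Bcor* ΔE9-10. The groups did not overlap for 5 genes, where chance gives 33.3%, 4 genes had an unadjusted p under 0.05, and 0 passed adjustment over all genes. The direction matched Supplementary Data 1 for 8 genes and was opposite for 5. Of 12 genes listed as markers of haematopoietic stem cells in advance, 6 were in the table, which is under the 80% required for the set to be read. From the gene sets and this second data set, the paper proposes that Bcor takes part in reprogramming transcription as cells commit to the myeloid lineage, and that its mutation leaves stem cell genes expressed in myeloid progenitors.

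**Figure D2:**
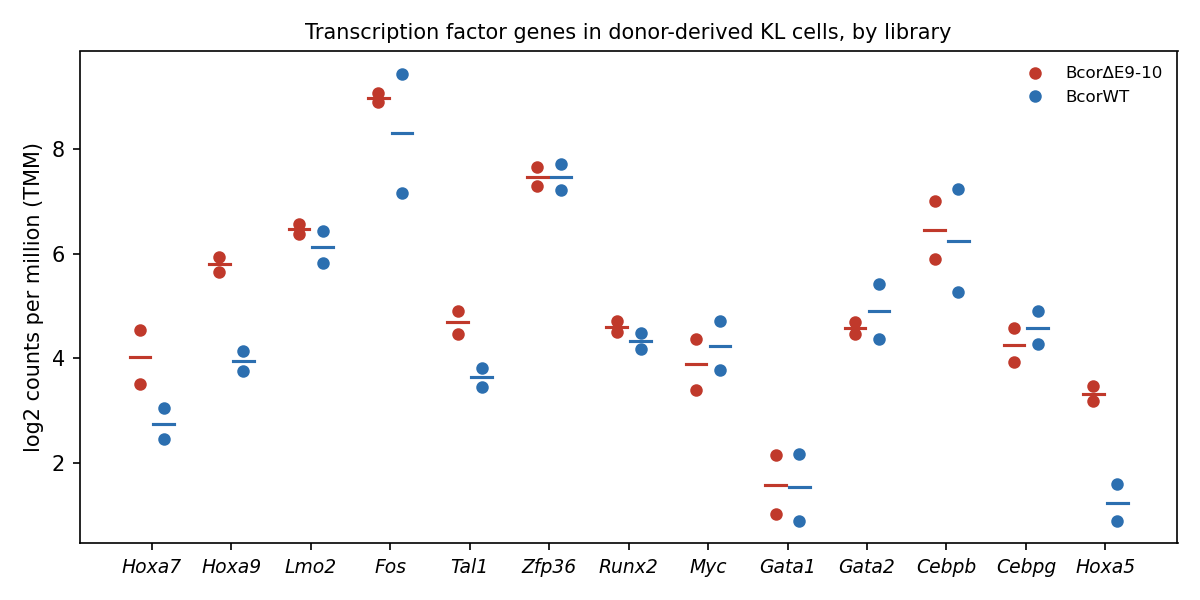
Expression of the 13 transcription factor genes in each library of donor-derived KL cells, as log2 CPM after TMM scaling (vertical axis). Points are libraries, red for *Bcor* ΔE9-10 and blue for *Bcor* WT, and bars are group means. Both *Bcor* ΔE9-10 libraries lie above both *Bcor* WT libraries for 5 genes, *Hoxa7*, *Hoxa9*, *Tal1*, *Runx2* and *Hoxa5*.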

**Fig. 2:**
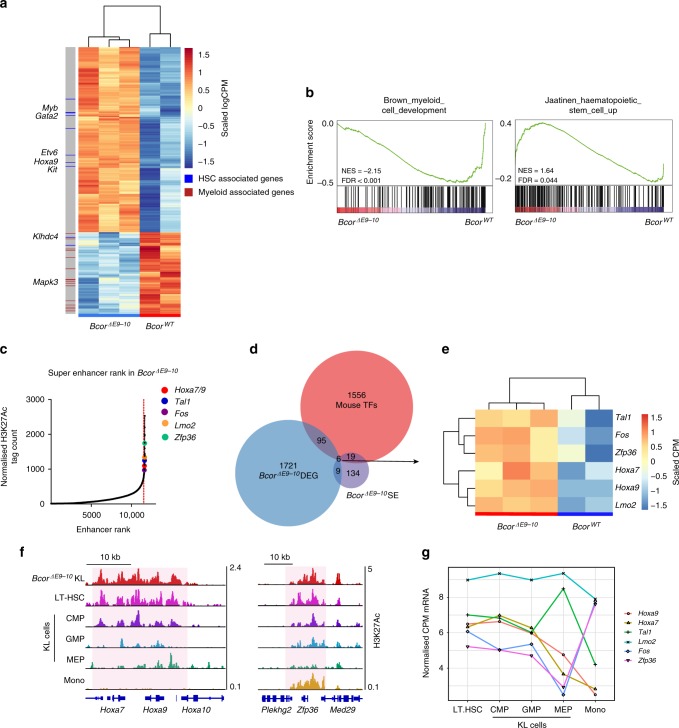
Bcor regulates master HSC TFs. **a**, **b** Quant-seq was performed on KL cells sorted from the BM of *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ mice at 20 weeks post tamoxifen administration. **a** Heatmap of normalized log counts per million (CPM) of the 500 most significantly differentially expressed genes. Genes associated with myeloid or HSC GSEA gene sets are indicated. **b** GSEA enrichment plots comparing Quant-seq from *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells against myeloid cell development and HSC gene sets. FDR False discovery rate, NES Normalized enrichment score. **c**–**e** Super-enhancer analysis based on H3K27ac ChIP-seq data in *Bcor*^*ΔE9-10*^ KL cells. **c** All enhancers identified in one representative *Bcor*^*ΔE9-10*^ sample ranked by H3K27ac tag count. Red dashed line indicates a super-enhancer slope of 1. Genes associated with super-enhancers identified in 2/3 *Bcor*^*ΔE9-10*^ samples and differentially expressed in *Bcor*^*ΔE9-10*^ KL cells compared with *Bcor*^*WT*^ KL cells have been highlighted. **d** Venn diagram showing overlap of genes significantly differentially expressed in *Bcor*^*ΔE9-10*^ compared with *Bcor*^*WT*^ KL cells (*p* < 0.05, absolute logFC >0.5), genes associated with SEs identified in 2/3 *Bcor*^*ΔE9-10*^ samples, and mouse transcription factors from RIKEN transcription factor database^68^ (DEG Differentially expressed genes, TFs transcription factors, SE super-enhancer). **e** Heatmap of row-scaled Quant-seq counts for six differentially expressed, super-enhancer-associated genes encoding transcription factors. **f** H3K27ac ChIP-seq read density for the *Hoxa7*, *Hoxa9* and *Zfp36* loci in the indicated haematopoietic cell populations^25^. **g** Line graph showing normalized RNA expression for super-enhancer-associated *Bcor*-regulated transcription factor genes across in the indicated haematopoietic cell populations^25^

To identify genes that may mediate these effects, we focused on differentially expressed TFs, as these proteins play a key role in controlling cell-type-specific gene expression. In total 89 TFs were differentially expressed between *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells (Fig. 2b and Supplementary Table 4). These included *Runx2*, *Myc* and multiple members of the *Gata*, *Cebp* and *Hoxa* families with established roles in myeloid differentiation.

Recent studies have demonstrated that an interconnected network of TFs the expression of which is regulated by super-enhancers (SEs) plays a key role in the establishment of cell identify^23,24^. We reasoned that defining the SE network in *Bcor*^*ΔE9-10*^ KL cells would aid in the identification of key downstream mediators of Bcor function. To that end we generated a ChIP-seq dataset for H3K27ac, a mark associated with active chromatin that is widely used to determine the location of enhancers and SEs^24^. A total of 168 SEs were identified in at least two out of the three *Bcor*^*ΔE9-10*^ samples analysed (Fig. 2c, Supplementary 2E). In agreement with the existing literature^24^, SE-associated genes were highly expressed (Supplementary Fig. 2D) and enriched for master haematopoietic TFs such as *Tal1* and *Fos*. We identified six SE-associated TFs that were differentially expressed and all were upregulated in *Bcor*^*ΔE9-10*^ KL cells compared with *Bcor*^*WT*^ KL cells (Fig. 2d, e). Analysis of publicly available H3K27ac ChIP-Seq and expression data from isolated mouse haematopoietic cell populations^25^ demonstrated that each of the six genes were also associated with both SEs and high expression in HSCs. Moreover, their expression and SE-status was lost during differentiation (Fig. 2f, g and Supplementary Fig. 2E), suggesting that they are key drivers of HSC identity and that their downregulation is important for lineage commitment.

### H2AK119ub is regulated during myeloid differentiation

Bcor is a component of PRC1.1^15^ and inactivation of Bcor has been shown to impact on the activity of PRC1 and PRC2 at key loci^8,17^. This led us to initially characterise the genome-wide distribution of the PRC1-catalysed histone modification H2AK119ub and the PRC2-associated mark H3K27me3 in wild-type KL cells (Fig. 3a). To understand how these marks relate to other chromatin modifications and to chromatin accessibility, ChIP-seq for H3K4me3 (a modification associated with active transcription start sites) and Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) were also performed. Analysis of the genomic distribution of H2AK119ub-enriched regions using a window-based method optimised for broad histone marks^26^ demonstrated enrichment around promoter proximal regions of genes, with a lesser degree of occupancy at genomic loci distal to transcribed genomic regions (Supplementary Fig. 3A, D). Therefore, subsequent analysis was focussed on regions surrounding transcription start sites (TSS). K-means clustering was used to define five clusters based on ChIP and ATAC-seq results (Fig. 3a) and the transcriptional state of each of these clusters was assessed (Fig. 3b). H2AK119ub and H3K27me3 signal was highly enriched in clusters 1 and 2 and genomic loci enriched for these two marks were significantly overlapping when assessed by permutation test (*p* < 0.001; see Supplementary Table 5). These clusters also had low H3K4me3 signal and low chromatin accessibility as measured by ATAC-seq indicating a ‘closed’ conformation. In contrast clusters 3 and 4 had high levels of H3K4me3, ‘open’ chromatin and low levels of H2AK119ub and H3K27me3. While PRC1.1 has been associated with CpGs^27^, no significant enrichment of CpG islands in H2AK119ub-containing clusters 1 or 2 compared to other clusters was identified. Furthermore, we found no evidence of H2AK119ub signal independent of H3K27me3 as has been previously suggested to be characteristic of PRC1.1 mediated H2AK119ub^10^, highlighting that in these cells H2AK119ub appears to be predominantly co-occurring with H3K27me3. Gene expression analysis confirmed that genes in clusters 3 and 4 were highly expressed, whereas those in clusters 1 and 2 had lower expression (Fig. 3b), consistent with the active and repressive nature of their promoters, respectively.

**Fig. 3:**
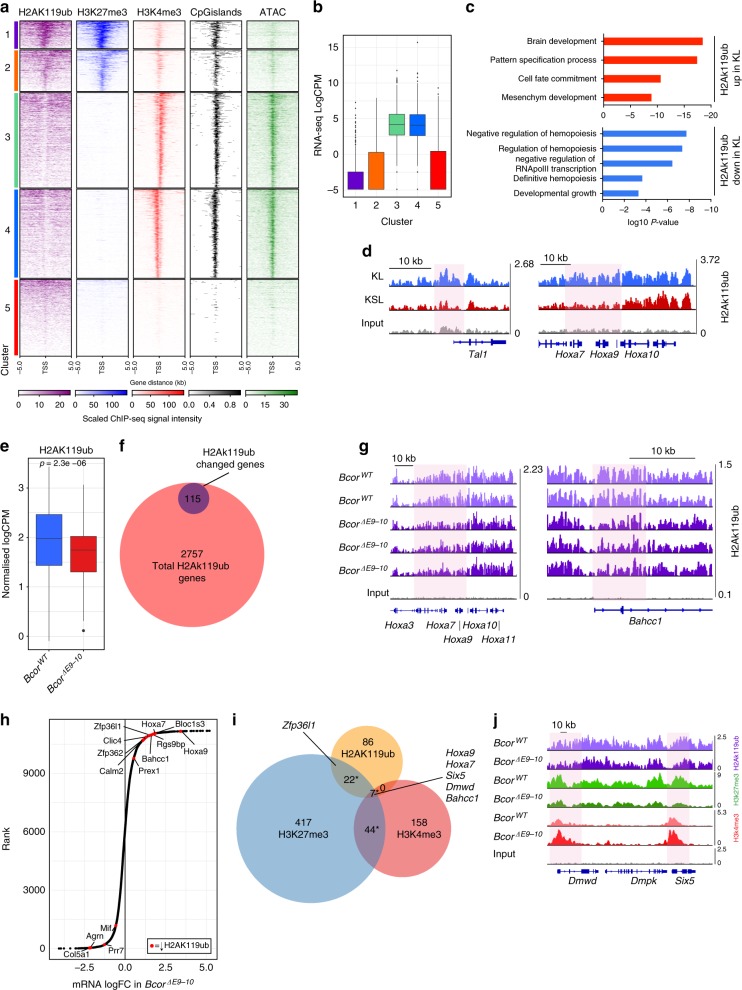
Bcor regulates H2AK119ub at a subset of PRC1 target genes. **a** Heatmap representing H2AK119ub, H3K27me3 and H3K4me3 occupancy, GpG island density (CpGi) and DNA accessibility (ATAC) at all annotated gene promoters (5 kb flanking TSSs of Refseq genes regardless of direction; scales indicated) in *Bcor*^*WT*^ KL cells, separated into 5 groups by K-means clustering. **b** Tukey boxplot of RNA expression in *Bcor*^*WT*^ KL cells for each of the 5 clusters identified in **a**. **c** Gene ontology analysis of genes associated with differentially ubiquitinated regions in *Bcor*^*WT*^ KL cells compared with *Bcor*^*WT*^ KSL cells (up in KL, log_2_FC >0.5; down in KL, log_2_FC <−0.5). **d** H2AK119ub ChIP-seq read density at *Tal1* and *Hoxa9* loci in *Bcor*^*WT*^ KL and KSL cells. Differentially ubiquitinated regions are highlighted in red. **e** Tukey boxplot of normalized H2AK119ub ChIP-seq signal from top 100 differentially ubiquitinated regions in *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells (means compared with unpaired *T*-test, *p* = 2.03E-6.) **f** Venn diagram overlaying all genes associated with H2AK119ub-enriched regions in KL cells and genes associated with differentially ubiquitinated regions in *Bcor*^*ΔE9-10*^ KL cells compared with *Bcor*^*WT*^ KL cells. **g** *Hoxa9* and *Bahcc1* gene loci showing H2AK119ub ChIP-seq read density in *Bcor*^*WT*^ and *Bcor*^*ΔE9-10*^ KL cells. Differentially ubiquitinated region is highlighted in red. **h** Ranked plot comparing RNA expression between *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells. Genes that are significantly differentially expressed (log_2_FC >0.5, *p* < 0.05) and associated with decreased H2AK119ub (log_2_FC <−0.3, *p* < 0.01) in *Bcor*^*ΔE9-10*^ KL cells compared with *Bcor*^*WT*^ KL cells are highlighted. **i** Venn diagram showing genes associated with H3K27me3, H2AK119ub or H3K4me3 differentially enriched regions (logFC >0.3 or <−0.3, *p* < 0.05) in *Bcor*^*ΔE9-10*^ KL cells compared with *Bcor*^*WT*^ KL cells. Overlaps were assessed for significance by hypergeometric test^69^ (H3K27me3 and H2AK119ub *p* = 3.4E-22, H3K27me3 and H3K4me3 *p* = 1.8E-37, H2AK119ub and H3K4me3 *p* = 0.00015, see Supplementary Table 5). **j** *Dmwd* and *Six5* gene loci showing H2AK119ub, H3K27me3 and H3K4me3 ChIP-seq read density in *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells. One representative sample per genotype is shown. For Tukey boxplots centre line denotes median, whiskers extend to 1.5xIQR

To investigate whether deposition of the H2AK119ub mark is dynamically regulated during differentiation we compared ChIP-seq data derived from wild-type KSL and KL cells. Analysis of H2AK119ub ChIP-seq data identified 2118 H2AK119 ubiquitinated regions that were significantly altered during differentiation from KSL to KL cells. Association of the differentially ubiquitinated regions with the nearest gene identified 561 genes that were enriched for differentiation-related gene ontology (GO) terms such as development, cell fate commitment and regulation of haemopoiesis (Fig. 3c). Importantly, we observed a gain of H2AK119ub signal in KL cells at key TF loci *Tal1*, *Hoxa7* and *Hoxa9* (Fig. 3d). Taken together these results demonstrate that H2AK119ub is associated with gene repression and is redistributed during HSC differentiation including at multiple cell identity-defining TFs.

### Bcor regulates H2AK119ub at a subset of PRC1 target genes

To understand how loss of Bcor impacts histone ubiquitination, the H2AK119ub distribution in *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells was compared. Analysis identified 9216 regions enriched for H2AK119ub 3-fold above input threshold in *Bcor*^*WT*^ KL cells. Consistent with the hypothesis that PRC1.1 accounts for a fraction of overall PRC1 activity, we observed locus-specific changes rather than a global loss of H2AK119ub in *Bcor*^*ΔE9-10*^ KL cells. Analysis revealed 661 regions were significantly differentially ubiquitinated, predominantly within promoter regions of genes (Supplementary Fig. 3A). Notably, for the top 100 most differentially ubiquitinated loci, the majority were decreased in *Bcor*^*ΔE9-10*^ cells compared with controls (Fig. 3e and Supplementary Fig. 3B).

Next, we assigned each of the gene-proximal ubiquitinated regions in KL cells to the nearest gene. This analysis identified a total of 2757 H2AK119ub-associated genes, of which 115 were significantly altered in *Bcor*^*ΔE9-10*^ cells (Fig. 3f, Supplementary Data 2), including *Hoxa7*, *Hoxa9* and *Bahcc1* (Fig. 3g). Despite the small number of genes associated with differential ubiquitination, GO analysis demonstrated that they were highly enriched for hematopoietic processes including blood cell differentiation and cell fate commitment (Supplementary Fig. 3C). Loss of H2AK119ub was significantly associated with increased gene expression as assessed by hypergeometric testing (*p* =  0.012, Supplementary Table 5) and we identified 10 putative direct targets of PRC1.1., where loss of H2AK119ub was accompanied by upregulation of transcription (Fig. 3h). Of these identified target genes, six have known roles in transcriptional regulation, signalling or proliferation in cancer (*Hoxa9*^28^*, Hoxa7*^29^*, Prex1*^30^*, Clic4*^31^*, Zfp36l1*^32^ and *Calm2*^33^), and are therefore potentially contributing to the transcriptional reprogramming and expansion of *Bcor*^*ΔE9-10*^ myeloid progenitor cells.

H2AK119ub deposited by non-canonical PRC1 complexes has previously been shown to drive recruitment and activity of PRC2^34^. In order to investigate whether *Bcor* mutation was associated with alterations in H3K27me3 or H3K4me3, further ChIP-seq in *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ KL cells was performed. Our analysis revealed no global change in H3K27me3 or H3K4me3 signal (Supplementary Fig. 3D), although as expected we did identify locus-specific differences (Fig. 3i). Interestingly, we observed a significant decrease in H3K27me3 signal in the top 100 differentially methylated regions, but this was not the case for regions where H2AK119ub was decreased in *Bcor*^*ΔE9-10*^ cells (Supplementary Fig. 3E). There was however, a significant overlap between genes associated with H2AK119ub changes and those associated with a change in H3K27me3 alterations as assessed by hypergeometric test (*p* = 3.4E-22, Fig. 3i, Supplementary Table 5). The changes in H3K4me3 were balanced (i.e. increased and decreased in equal measures) and there were no changes in signal either in the top 100 differentially methylated regions or in those regions where H2AK119ub was decreased in *Bcor*^*ΔE9-10*^ cells (Supplementary Fig. 3E). We did identify seven loci, including *Hoxa7*, *Hoxa9*, *Dmwd* and *Six5*, associated with alterations in all three marks (centre, Fig. 3i). These genes uniformly exhibited significant loss of both H2AK119ub and H3K27me3, and a gain of H3K4me3 (Fig. 3j), indicative of epigenetic activation. Alterations in H3K27me3 and H3K4me3 signal were significantly correlated with changes in mRNA expression (Supplementary Fig. 3F), suggesting these epigenetic changes may be indicative of consequential transcriptional changes downstream of *Bcor*^*ΔE9-10*^.

### Bcor^ΔE9-10^ and Kras^G12D^ co-operate to initiate leukaemia

To determine whether the phenotypic and molecular changes driven by *Bcor* inactivation can contribute to malignant transformation we aged a cohort of *Bcor*^*ΔE9-10*^ and control mice for over 12 months following tamoxifen injection. During this period, the animals did not develop leukaemia suggesting that inactivation of *Bcor* alone was not sufficient for cancer initiation (Fig. 4a). Mutations in epigenetic modifiers that alter haematopoietic differentiation have been shown to co-operate with dysregulated growth factor signalling to drive oncogenic transformation^22,35^ and *BCOR* mutations co-occur with RAS pathway mutations in both AML and MDS patients^2,36,37^. Thus, *Bcor*^*ΔE9-10*^ mice were crossed with *Lox-stop-lox-Kras*^*G12D*^ mice that express oncogenic *Kras* following excision of the transcriptional stop cassette by Cre (subsequently referred to as *Kras*^*G12D*^)^38^. After somatic recombination of both alleles in HSCs, *Kras*^*G12D*^ and *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ mice developed a lethal haematopoietic disease characterised by leucocytosis, splenomegaly and increased leukaemic blasts in the peripheral blood and bone marrow (Fig. 4a, b, Supplementary Fig. 4A). Notably however, the survival of *Bcor*^*ΔE9-10*^ *Kras*^*G12D*^ mice was greatly reduced compared with *Kras*^*G12D*^ controls (Fig. 4a). Bone marrow cells from both moribund *Kras*^*G12D*^ and *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ animals could recapitulate a lethal disease in primary and secondary recipients upon retransplantation (Supplementary Fig. 4B). Flow cytometry analysis revealed a significant expansion of the KL cell compartment in the bone marrow and spleen of *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ compared to *Kras*^*G12D*^ animals (Fig. 4b), whilst mature lineage populations in both spleen and bone marrow were similar (Supplementary Fig. 4C). Our data formally demonstrates that *Bcor* is a tumour suppressor in the myeloid lineage and can co-operate with additional events to initiate and accelerate leukaemia in vivo.

**Fig. 4:**
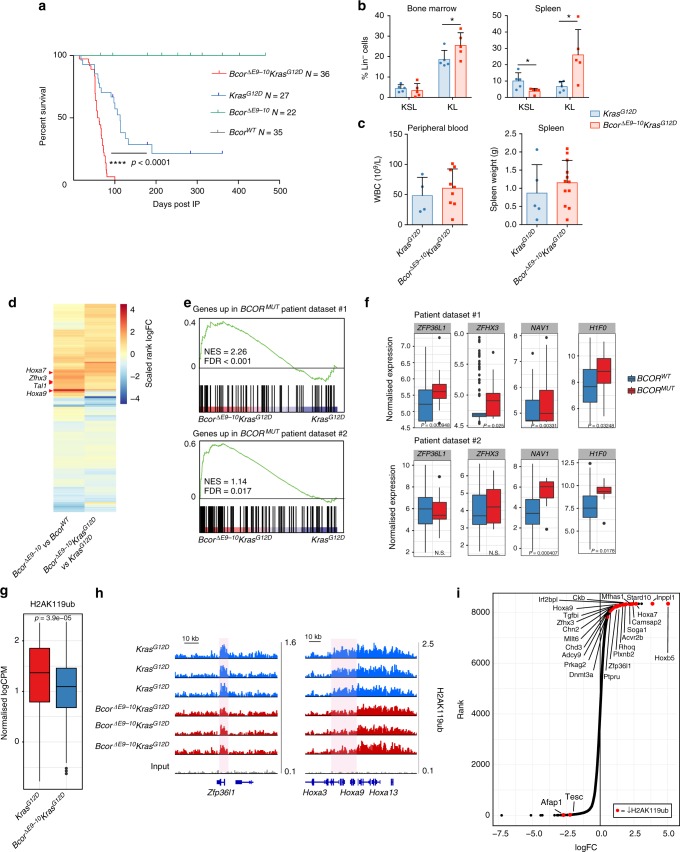
*Bcor*^*ΔE9-10*^ cooperates with *Kras*^*G12D*^ to initiate leukaemia. **a** Kaplan–Meier survival curve of primary transgenic mice following tamoxifen administration. (median survival for *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ mice was 58 days compared with 113 days for *Kras*^*G12D*^ mice; survival compared with logrank Mantel–Cox test, *p* < 0.0001; median survival not reached for *Bcor*^*ΔE9-10*^ and *Bcor*^*WT*^ groups). **b** Percentage of KL and KSL populations in the bone marrow and spleen of moribund *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ (*n* = 5) and *Kras*^*G12D*^ only (*n* =5) mice quantified by flow cytometry (means were compared using unpaired *t*-test BM KL *p* = 0.02, Spleen KSL *p* = 0.027 KL *p* = 0.024). **c** Peripheral white blood cell (WBC) counts and spleen weights of moribund transgenic mice (WBC: *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ *n* = 9, *Kras*^*G12D*^ *n* = 4; spleen: *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ *n* = 12, *Kras*^*G12D*^ *n* = 5). **d** Heatmap showing correlation in gene expression changes regulated by Bcor in the non-malignant and malignant contexts. The top 250 most significantly differentially expressed genes (comparing *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ KL cells) are included. Correlation analysis was performed with Spearman’s rank correlation (*ρ* = 0.69, *p*-value <2.2E-16). **e** GSEA enrichment plots comparing Quant-seq from *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ murine leukaemia against gene expression signatures derived from *BCOR*-mutant AML patients (see Methods). **f** Tukey boxplots of normalized expression of selected target genes in AML patient samples. **g** Tukey boxplot of normalized H2AK119ub ChIP-seq tag counts from the top 100 differentially ubiquitinated regions comparing *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ KL cells (means compared with unpaired *t*-test, *p* = 3.9E-05). **h** *Zfp36l1* and *Hoxa9* gene loci showing H2AK119ub ChIP-seq read density in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ KL cells. Differentially ubiquitinated regions are highlighted in red. **i** Ranked plot comparing RNA expression between *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ KL cells. Genes that are significantly differentially expressed (log_2_FC >0.5 or <−0.5, *p* < 0.05) and associated with decreased H2AK119ub (log_2_FC <−0.3, *p* < 0.05) in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ KL cells compared with *Kras*^*G12D*^ cells are highlighted. Values from individual animals are shown, bars indicate mean ± standard deviation. For Tukey boxplots centre line denotes median, whiskers extend to 1.5xIQR

### Bcor regulates H2AK119ub and gene expression in leukaemia

To establish whether *Bcor*^*ΔE9-10*^ regulates expression of the same genes in a leukaemic context expression of *Hoxa5*, *7* and *9* was assessed by qPCR in bone marrow from moribund animals. Upregulation of *Hoxa5*, *7* and *9* was confirmed in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ compound mice compared with *Kras*^*G12D*^ controls (Supplementary Fig. 4D) suggesting that the transcriptional consequences of *Bcor*^*ΔE9-10*^ may be conserved in the malignant setting.

To expand on these findings CD45.2^+^ bone marrow cells from donor *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ mice that had comparable disease burden were transplanted into irradiated *Ptprca* recipients. Donor-derived KL cells were isolated and analysed by Quant-seq. Differential gene expression analysis identified 434 significantly altered genes between *Kras*^*G12D*^ and *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells that were highly enriched for differentiation and development-associated GO terms (Supplementary Fig. 4F, see Supplementary Data 3). GSEA analysis revealed that a pattern specification gene set strongly associated with *Hox* genes was upregulated in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells (Supplementary Fig. 4E). Changes in gene expression following *Bcor* mutation in the non-transformed and malignant settings were significantly correlated (Fig. 4d, Supplementary Fig. 4G), with key TFs *Hoxa7*, *Hoxa9* and *Tal1* also upregulated in the context of leukaemia (Fig. 4d).

To assess the  relevance of the *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ murine model to human AML, we utilised two previously published mRNA expression data sets^39–41^ and analysed differential expression between *BCOR*-mutant (*BCOR*^*MUT*^) and *BCOR* wild-type (*BCOR*^*WT*^) leukaemia patients. Patient data sets #1 and #2 contained 518 and 437 AML patient samples with 13 and 19 *BCOR*^*MUT*^ patients, respectively (*BCOR*^*MUT*^ frequency ~3%). GSEA analysis revealed that *BCOR*^*MUT*^ signatures derived independently from the two data sets were strongly enriched in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells compared with *Kras*^*G12D*^ cells (Fig. 4d). A number of relevant genes were identified as upregulated by *BCOR* mutation in both the mouse model and human patient data including *NAV1* and *H1F0* (Fig. 4e). *HOXA* family genes were not upregulated in *BCOR*^*MUT*^ patients, however, these genes are known to be upregulated by multiple independent mechanisms in AML^28,42^, thus introducing a confounding factor to our analysis. Overall, these results suggest that *Bcor*^*ΔE9-10*^ is a faithful model of *BCOR*^*MUT*^ AML.

We next assessed the distribution of H2AK119ub in leukaemic KL cells using ChIP-seq. We identified 9221 H2AK119ub-enriched regions, 1103 of which were differentially ubiquitinated between *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ and *Kras*^*G12D*^ cells (See Supplementary Data 4). Consistent with our earlier findings, for the top 100 most differential regions there was a significant loss of H2KA119ub signal in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells (Fig. 4g). We assigned genes to H2AK119ub-enriched regions and identified 285 genes associated with differential ubiquitination (Fig. 4h, Supplementary Fig. 4H), including 17 genes associated with reduced ubiquitination in both the normal and leukaemic contexts (Supplementary Data 2 and 4). GO analysis of genes associated with differential ubiquitination revealed terms linked to embryonic morphogenesis, differentiation and proliferation (Supplementary Fig. 4I). H2AK119ub loss was significantly associated with increased gene expression when assessed by both hypergeometric testing (*p* = 9E-11) and GSEA (*p* = 0.0165; Supplementary Fig. 4J and Supplementary Table 5). We identified twenty-three putative PRC1.1 target genes that were associated with both a loss of H2AK119ub and upregulation of transcription in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells (Fig. 4i). Importantly, this included *Hoxa7*, *Hoxa9* and *Zfp36l1* that were also identified as putative PRC1.1 targets in the non-leukaemic context. Altogether, these data indicate that *Bcor*^*ΔE9-10*^-dependent loss of histone ubiquitination and transcriptional regulation is largely conserved in both normal and malignant haematopoiesis.

### Hoxa9 is essential for proliferation of Bcor^ΔE9-10^Kras^G12D^ cells

To determine the impact of Bcor target genes on the proliferation of *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ leukaemic cells a CRISPR drop-out screen was performed. We focussed on a subset of Bcor-regulated genes at which H2AK119ub loss was accompanied by increased transcription in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells. These genes were selected because they represent putative direct targets of PRC1.1. Primary *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ tumour cells were extracted from the spleen of a moribund mouse and transduced with Cas9 followed by our custom sgRNA library (see Supplementary Data 5). Samples were collected post transduction and then after 24 and 42 days of in vitro culture, and guide representation determined by sequencing (Fig. 5a). Statistical analysis of sgRNAs that were significantly depleted at day 24 compared to day 0 revealed that guides targeting *Hoxa9* were significantly depleted (*p* = 0.04737, Fig. 5b, c, Supplementary Data 6). Whilst not statistically significant, the next highest scoring genes were *Rhoq, Hoxa7* and *Hoxb5* (Fig. 5b, c, Supplementary Data 6), indicating these genes may also be important for *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ leukaemic cell survival. *Hox* family genes have been implicated in leukaemia previously^43^ and are therefore likely to be key drivers of *Bcor*^*ΔE9-10*^ phenotype. Guides targeting Dnmt3a were enriched at the end time point, indicating the upregulation of this gene is not essential to the *Bcor*^*ΔE9-10*^ phenotype and may even be antagonistic to some degree (Supplementary Fig. 5B, C). Accordingly, previous studies have demonstrated loss of *Dnmt3a* enhances self-renewal in HSCs^44^. Furthermore, these results were recapitulated when cells were harvested at 42 days (Supplementary Fig. 5D). Through these additional analyses, we can confirm that *Hoxa9* upregulation is essential for the leukaemic phenotype *of Bcor*^*ΔE9-10*^*Kras*^*G12D*^ tumours, and *Hoxa7* and *Hoxb5* may also be important.

**Fig. 5:**
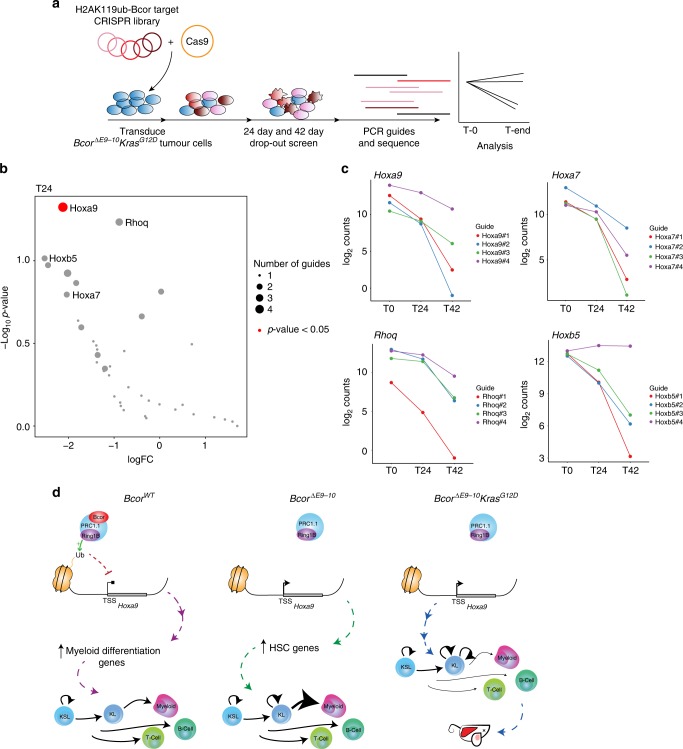
*Hoxa9* is essential for the proliferation of *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ leukaemic cells. **a** Schematic overview of the CRISPR drop-out screen. **b** Negative enrichment of all genes in the CRISPR screen calculated by MAGeCK^65^ (negative enrichment for *Hoxa9* = 0.014268, *p* = 0.04737). **c** Selected sgRNA counts at T0, T24 and T42. **d** Model for Bcor function in haematopoietic differentiation and the initiation of leukaemia

## Discussion

*BCOR* is recurrently mutated in AML and a recent study implicated *Bcor* in the proliferation of myeloid cells in vitro^5^. The data presented here demonstrates an important role for Bcor in regulating myeloid differentiation and leukaemogenesis in vivo. Loss of Bcor function resulted in expansion of myeloid progenitor cells in *Bcor*^*ΔE9-10*^ mice and competitive transplantation experiments confirmed that *Bcor-*mutant myeloid progenitors outcompeted their wild-type counterparts. Notably, isolated *Bcor*^*ΔE9-10*^ KL cells exhibited enhanced repopulating capacity in vivo, suggesting that Bcor may function to restrict self-renewal in lineage committed myeloid progenitors.

Consistent with the observed phenotype, RNA sequencing revealed that ex vivo sorted *Bcor*^*ΔE9-10*^ KL cells were characterised by an HSC-like transcriptional signature. Loss of Bcor function was accompanied by broad gene expression changes and ~1500 Bcor-regulated genes were identified. Of particular note, we observed upregulation of six SE-associated TFs: *Hoxa7*, *Hoxa9, Lmo2*, *Fos*, *Tal1* and *Zfp36*. Each of these genes have well-established roles in both normal haematopoiesis and the initiation and maintenance of leukaemia^28,29,45–51^. However, we cannot exclude the contribution of other DEGs to the *Bcor*^*ΔE9-10*^ phenotype.

Bcor is a known component of the PRC1.1 complex^15,16,52^ and has been suggested to modulate H2AK119ub at key loci in myeloid cells^8^. This led us to examine the impact of Bcor loss on the distribution of H2AK119ub in KL cells. The catalytic components of PRC1, RING1 and RNF2, are essential for normal and leukaemic cells, implying that H2AK119ub is required for cell survival^53^. In contrast, altered expression of other PRC1 members, such as upregulation of BMI1 and CBX7 and downregulation of MEL18, are known to play a role in malignant progression^54–58^, suggesting that altered PRC1 function may promote leukaemogenesis. Consistent with the proposed role of BCOR as a member of the PRC1.1 complex^15,19^, *Bcor*^*ΔE9-10*^ KL cells had reduced levels of H2AK119ub at a small subset of ubiquitin-associated genes. Loss of H2AK119ub was significantly associated with increased transcription in malignant and non-transformed *Bcor*^*ΔE9-10*^ KL cells and we identified putative direct targets of PRC1.1 including *Hoxa7*, *Hoxa9* and *Zfp36l1*. The contribution of *Hoxa7* and *9* to cancer are well established^29,59^ and *Zfp36l1*, which encodes butyrate response factor 1, has been implicated in myeloid differentiation and negative regulation of the anti-apoptotic protein BCL2^32,60^. It is tempting to speculate that these genes are the initial drivers of transcriptional reprogramming in Bcor-mutant KL cells and indeed we found that *Hoxa9* is indispensable for the proliferation of *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ leukaemic cells. However, Bcor-driven differential gene expression cannot solely be explained by PCR1.1 activity and we also identified key haematopoietic factors such as *Tal1*, *Lmo2* and *Fos* that were not associated with H2AK119ub changes. Altered expression of these genes in *Bcor*^*ΔE9-10*^ cells may be the result of Bcor transcriptional regulation that is independent of the ubiquitin-ligase activity of PRC1.1 or the downstream effects of primary Bcor targets.

The interaction between PRC1 and 2 and the requirement for catalytic activity to mediate transcriptional repression at target genes is not well defined. Consistent with previous studies^10^ we found a robust genome-wide association between H2AK119ub and H3K27me3 at proximal promoters of target genes suggesting that the two complexes predominantly act in tandem. There was a significant overlap between genes associated with changes in H2AK119ub and those with changes in H3K27me3. However, actual genomic regions at which H2A ubiquitination was altered in *Bcor*^*ΔE9-10*^ cells, did not exhibit a significant difference in H3K27 methylation. Interestingly, there were also many loci where H3K27me3 loss was not accompanied by a reduction in H2AK119ub signal. Whether this is directly or indirectly mediated by Bcor is unclear, but one intriguing possibility is that the PRC1.1 complex has an H2AK119ub-independent impact on PRC2 recruitment or activity^17^.

Functional studies across multiple systems suggest that BCOR is capable of both oncogenic and tumour suppressive functions, even in closely related cell types^7–10,61^. Here we generated a clinically-relevant model and showed that Bcor inactivation resulted in functional co-operation with oncogenic Kras to initiate leukaemia in vivo. Interestingly, a recent study that used an internal deletion mutant of *Bcor* found that removal of the BCL6-binding domain also has an impact on haematopoietic differentiation and the development of T-cell leukaemia^61^. While specific deletion or inactivation of the BCL6-binding domain has not been described in human cancer to date, we cannot exclude the possibility that Bcor has additional important functions independent of histone ubiquitination or polycomb binding. As protein expression from the *Bcor*^*ΔE9-10*^ allele is severely reduced, these additional functions are likely to be abrogated in our model as well, and thus also contribute to the phenotype we observe.

In summary, our work identifies BCOR as an important regulator of normal and malignant haematopoiesis. BCOR controls the expression of key HSC TFs, in part through ubiquitin-mediated silencing during myeloid differentiation. Accordingly, loss of Bcor function results in enhanced self-renewal of myeloid progenitors and in the context of other oncogenes, promotes malignant progression.

## Methods

### Animals

The Peter MacCallum Cancer Centre Animal Ethics Committee approved all in vivo procedures in this study. Complete details of the generation of the *Bcor*^*flox*^ allele will be described elsewhere (Hamline et al. in prep). In short, *loxP* sites flanking exons 9 and 10 of the *Bcor* gene were inserted into the mouse genome. Cre-mediated excision of exons 9 and 10 results in a frameshift and the introduction of a premature stop codon in the *Bcor* open reading frame. *HSC-SCL-Cre-ER*^*T*^ mice (also known as Tg(Tal1-cre/ERT)42–056Jrg) and *Lox-stop-lox-Kras*^*G12D*^ mice (also known as *Kras*^*tm4Tyj*^) were obtained from Jackson Labs. To activate Cre recombinase 3–6-month-old mice were dosed with a total of 5 mg tamoxifen suspended in corn oil (1% tamoxifen, 10% ethanol, 89% corn oil) via intra-peritoneal (IP) injection over five consecutive days. Both male and female animals were used for immunophenotyping, whereas only male animals were used for molecular analysis (including Quant-seq, ChIP-seq and ATAC-seq). Congenic C57BL/6.SJL-Ptprca (referred to throughout the text as *Ptprca*, a congenic C57BL/6 strain that expresses the differential pan leukocyte marker CD45.1) were purchased from the Animal Resources Centre of Peter MacCallum Cancer Centre or the Walter and Eliza Hall Institute of Medical Research (Melbourne, Australia). All experimental mice were maintained under specific pathogen-free conditions.

### Genotyping

Mice were initially genotyped at three weeks of age and additional analyses performed at endpoin. Genomic DNA was extracted from ear clippings, tail clippings bone marrow or spleen cells using DNeasy Blood & Tissue Kit (Qiagen). Genotyping was performed with gene specific primers (Supplementary Table 3) and Phusion DNA polymerase (Thermo Fisher) according to manufacturer’s instructions. Recombination of the *Bcor* locus was quantified by qPCR using the SYBRgreen High-ROX mix (Agilent) on a LightCycler LC480 (Roche) with primers internal to the deletion site (*Bcor* exon 9); P primers targeting *Bcor* exon 6 were used for normalization (Supplementary Table 3).

### Flow cytometry analysis

Single-cell suspensions of whole blood, bone marrow and spleen were incubated in ACK red cell lysis buffer (150mM NH4Cl, 10mM KHCO3, 0.1mM EDTA) to lyse erythrocytes and isolate nucleated cells. Cells were resuspended in FACS buffer (2% foetal calf serum (FCS; [Thermo Fisher] in phosphate buffered saline[PBS]) and stained with fluorophore-conjugated antibodies targeted against cell surface markers (Supplementary Table 1) on ice for 15 min. Cells were then washed with FACS buffer and immediately analysed on BD LSR Fortessa X-20 or BD LSR II flow cytometers (BD).

### Isolation of myeloid progenitor cells

Bone marrow was harvested from male transgenic mice 20 weeks post tamoxifen administration. Bone marrow cells were incubated with ACK red cell lysis buffer to remove erythrocytes and depletion of lineage positive cells was performed using the MACS Lineage Cell Depletion kit for mouse (Miltenyi Biotech, Cat#130–090–858) and magnetic LS columns (Miltenyi Biotech, Cat#130–042–401) according to the manufacturer’s instructions. Lineage depleted cells were stained with fluorophore-conjugated antibodies targeted against cell surface markers (Supplementary Table 1) as above and 4′,6-Diamidino-2-Phenylindole (DAPI) was used as a viability marker. Viable KL (cKit^+^Sca1^−^Lin^−^) were sorted on BD FACSAria Fusion 5, BD FACSAria II and BD FACSAria Fusion 3 (BD Biosciences) and used for transplantation and molecular analyses.

### Cell culture and lentiviral transduction

Sorted KL cells or single-cell suspensions from the spleens of tumour bearing *Bcor*^*ΔE9-10*^Kras^*G12D*^ mice (referred to as BK cells) were cultured in Dulbecco's Modified Eagle Medium (DMEM) supplemented with penicillin/streptomycin, 20% FCS, L-Asparagine (0.1mM), IL-3 (2ng/ml), IL-6 (2ng/ml), and SCF (10ng/ml). Cells were maintained at 37 °C and 10% CO_2_. Cells were genotyped as above to confirm their identity and were tested for *Mycoplasma* contamination. For transduction of BK cells, lentiviral supernatants were harvested from packaging 293T cells transfected with the custom CRISPR library (see below). Lentiviral particles were centrifuged onto RetroNectin-coated (Takara) non-treated tissue-culture plates and virus infection performed according the manufacturer’s protocol.

### In vivo competitive transplantation assays

Female *Ptprca* recipients were sub-lethally irradiated (5.5Gy administered as a single dose) using an X-RAD 320 irradiator (Precision X-Ray Incorporated) and sorted KL cells (5 × 10^4^) or bone marrow mononuclear cells (5 × 10^5^) from donor animals were inoculated via tail vein injection. Chimerism in peripheral blood and bone marrow was assessed by flow cytometry using the markers CD45.1 (recipient) and CD45.2 (donor).

### Western blotting

Cells were lysed in Laemmli buffer containing β-mercaptoethanol, subjected to SDS–PAGE on 4–20% Mini-PROTEAN TGX precast polyacrylamide gels (Bio-Rad Cat#4561093) and transferred to PVDF membrane (Millipore). Membranes were incubated with primary Bcor or β-actin antibodies (see Supplementary Table 2 for details) followed by anti-rabbit or anti-mouse IgG HRP-conjugated antibodies (Dako) Blots were developed with enhanced chemo-luminescence (ECL) reagents (GE Healthcare Cat#RPN2106) and exposed to film.

### In vitro CRISPR screen

Target genes were identified by integrating Quant-seq and H2AK119ub ChIP-seq data using the following selection criteria: increased mRNA expression (log_2_FC >0.5 and *p* < 0.05) and decreased H2AK119ub in the proximal promoter (log_2_FC <−0.3 and *p* < 0.05) in *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ cells compared with *Kras*^*G12D*^ cells. We designed a custom CRISPR library targeting 25 genes (4 guides per gene) with 10 non-targeting control guides (guide sequences are provided in Supplementary Table 5). Guide sequences were PCR amplified from a CustomArray Inc oligo pool and cloned into the lentiGuide-Crimson lentiviral vector (Addgene plasmid #70683) using Golden Gate cloning^62^. The representation of all guides in the pool was validated by sequencing on a MiSeq (Illumina) with single-end 50 bp sequencing. BK cells were transduced using FUCas9Cherry (Addgene plasmid #70182) and Cherry^+^ cells were sorted on a BD FACSAria Fusion 5 (BD Biosciences). 8 × 10^6^ BK^Cas9^ cells were transduced with a multiplicity of infection of <0.1 to achieve single sgRNA integration per cell at an average 500-fold representation. Five days post viral infection Crimson^+^ cells were sorted on a BD FACSAria Fusion 5 (BD Biosciences) and returned to culture. Samples were then collected at four days (T0), 28 days (T24) and 46 days (T42) post sorting and genomic DNA extracted using DNeasy Blood & Tissue Kit (Qiagen). Sequencing libraries were prepared by nested PCR method as described previously^63^ and were sequenced to a depth of 10^6^ reads with single-end 75 bp sequencing on a NextSeq (Illumina). Sequencing reads were demultiplexed using bcl2fastq (v2.17.1.14) and low-quality reads Q < 30 were removed. The reads were trimmed using cutadapt (v1.14)^64^ to extract the 20 bp targeting sequence and sgRNAs that were depleted relative to T0 determined using MAGeCK (v0.5.7)^65^. ggplot2 (v2.2.1) was used for figure generation.

### Quantitative RT-PCR

RNA was extracted from whole bone marrow using Trizol reagent and Directzol RNA miniprep kit (Zymo research) according to manufacturer’s instructions. cDNA was synthesised using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher) as per manufacturer’s instructions. qPCR was performed with SYBRgreen High-ROX mix (Agilent) on a LightCycler LC480 (Roche). Actin was used as a housekeeping control gene. Primer sequences are listed in Supplementary Table 3.

### Quant-seq

1–5 × 10^5^ sorted KL cells were lysed in Trizol reagent and RNA was extracted using Directzol RNA miniprep kit (Zymo research) according to manufacturer’s instructions. The Quant-seq 3′ mRNA-seq Library Prep Kit for Illumina (Lexogen) was used to generate libraries as per the manufacturer’s instructions. Libraries were pooled and sequenced with 75 bp single-end sequencing to a depth of 6–10 × 10^6^ reads on a NextSeq (Illumina). Sequencing reads were demultiplexed using bcl2fastq (v2.17.1.14) and low-quality reads Q < 30 were removed. The RNA sequencing reads were trimmed at the 5′ end using cutadapt (v1.14)^66^ to remove bias introduced by random primers used in the library preparation and 3′ end trimming was performed to eliminate poly-A-tail derived reads. Reads were mapped to the reference genome (mm10) using HISAT2. Reads were counted using subread software package (v1.5.0-p3)^63^. Differential gene expression analysis was performed using R package LIMMA (v3.32.4). R packages pheatmap (v1.0.8) and ggplot2 (v2.2.1) were used for figure generation. GSEA (v3.0) was used for analysing enrichment of gene sets and GO analysis was performed using metascape [http://metascape.org].

### ChIP-seq

KL and KSL cells were sorted from *Bcor*^*ΔE9-10*^ (*n* = 3), *Bcor*^*WT*^ (*n* = 2), *Bcor*^*ΔE9-10*^*Kras*^*G12D*^ (*n* = 3) and *Kras*^*G12D*^ (*n* = 3) mice. 1–5 × 10^5^ cells were crosslinked with 1% formaldehyde and 5% FCS in PBS at room temperature for 10 min, then the reactions were quenched with 1.25 M glycine for 5 min. Crosslinked cells were washed with ice cold dilution buffer (20 mM Tris pH 8, 150 mM NaCl,  2mM EDTA, 1%Triton-X) then resuspended in nuclear extraction buffer (50 mM TRIS pH7.5, 150 mM NaCl, 5 mM EDTA, 0.5%NP-40, 1% TritonX-100). Cells were washed in dilution buffer again before being lysed in ChIP lysis buffer (20 mM TRIS pH7.5, 150 mM NaCl, 0.5M EDTA, 1%NP-40, 0.3% SDS). Chromatin was fragmented to ~150–300 bp by sonicating lysates in a Covaris Ultrasonicator using 100 μl microtubules (Covaris). Immunoprecipitation was performed overnight at 4 °C in 50% dilution and 50% lysis buffer with magnetic protein A and G Dynabeads (Life technologies) pre-coupled to 1μg antibody per sample (antibodies listed in Supplementary Table 2). Beads were then washed with wash buffer 1 (20 mM TRIS pH 8, 500 mM NaCl, 2 mM EDTA, 1% Triton-X, 0.1% SDS) followed by wash buffer 2 (220 mM TRIS pH 8, 250 mM LiCl, 2 mM EDTA, 0.5% NP-40, 0.5% deoxycholate) and then TE buffer (10 mM TRIS pH7.5, 1 mM EDTA) on ice. Beads were then resuspended in reverse crosslinking buffer (1% SDS, 100 mM NaHCO3, 200 mM NaCL, 300 μg/mL proteinase K) and incubated at 55 °C for 30 min followed by 65 °C for 30 min. DNA was then purified using Zymo ChIP clean and concentrate kit according to manufacturer’s instructions (Zymo Research) and quantified using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). Indexed libraries were prepared using KAPA Hyper Prep Kit for Illumina platforms (Kapa Biosystems) and the SeqCap Adapter Kit (Roche) following vendor’s instructions. Library QC and quantification was performed using D1000 high-sensitivity screen tape with 4200 TapeStation Instrument (Agilent Technologies) and size selected for between 200 bp and 500 bp using a Pippin Prep system (Sage Science). Libraries were pooled and sequenced with 75 bp single-end sequencing to a depth of 15–20 × 10^6^ reads per sample on a NextSeq (Illumina). bcl2fastq (v2.17.1.14) was used for de-multiplexing. The Fastq files generated by sequencing were aligned to the mouse reference genome (GRCm38/mm10) using bowtie2 (v2.3.3). Samtools (v1.4.1) was used for manipulation of SAM and BAM files. MACS (v2.1.1) was used for traditional peak-calling. R package Csaw (v1.10.0) was used to quantify regions enriched for histone marks, which were then associated with the closest TSS using Bedtools (v2.26). Superenhnacer analysis was performed using Homer (v4.8). Browser viewable TDF files were generated using IGVTools (v2.3.95) and ChIP-Seq tracks were visualized using IGV (v2.3.55). Graphics were generated using deeptools (v2.5.3) and R packages pheatmap (v1.0.8), plotly (v4.7.1) and ggplot2 (v2.2.1).

### ATAC-seq

ATAC-seq was performed using a previously published protocol^67^. In brief, 5 × 10^4^ sorted KL cells were lysed and nuclei washed, followed by chromatin tagmentation using TD1 enzyme and TDE buffer supplied in Illumina Nextera DNA prep kit (cat#FC-121–1030). Chromatin was tagmented at 37 °C for 30 min, then purified using the Minielute kit (Qiagen). A DNA library was prepared for sequencing by ligating adapters and amplifying using KAPA hot start polymerase (KAPA biosystems) according to manufacturer’s instructions then purifying using Minielute kit (Qiagen). QC was performed using D1000 high-sensitivity screen tape with 4200 TapeStation Instrument (Agilent Technologies) before size selection for fragments between 150 bp and 700 bp using a Pippin Prep System (Sage Science). Libraries were pooled and sequenced with 75bp single-end sequencing to a depth of 15–20 × 10^6^ reads per sample on a NextSeq (Illumina). bcl2fastq (v2.17.1.14) was used for de-multiplexing. The Fastq files generated by sequencing were aligned to the mouse reference genome (GRCm38/mm10) using bowtie2 (v2.3.3). Samtools (v1.4.1) was used for manipulation of SAM and BAM files. Data were visualised with deeptools (v2.5.3) alongside ChIP-seq data.

### Analysis of publically available data sets

H3K27ac and RNAseq BigWig files (From GSE60103^25^) were downloaded using SRA toolkit (v2.5.1), visualised in IgV (v2.4.5) and analysed alongside our ChIP-seq and Quant-seq data as above. GpG island data were downloaded from UCSC table browser. Data were converted using bedtools (v2.26) and ucsc-utils (v20161019) then analysed and visualised alongside our data with deeptools (v2.5.3) and IgV (v2.4.5).

For patient dataset #1 the series matrix file from Verhaak et al. (2009; GEO accession GSE6891^41^) was downloaded using the GEOquery R package (v2.42.0) and probe expression values were collapsed to median values per gene. Samples that had not been exome-sequenced were then removed from the analysis. For patient dataset #2 raw RNA counts and series matrix files were downloaded for the Leucegene project^39^ (GEO accessions GSE49642, GSE52656, GSE62190, GSE66917 and GSE67039). Counts were normalized with R using limma-voom (v3.32.10) and batch effects were removed using ComBat with the sva R package (v3.24.4). Differential expression analysis was performed using limma and results visualised using ggplot2 (v2.2.1). GSEA(v3.0) was used to compare to our RNA sequencing data above.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

## Data Availability

The Quant-seq, ChIP-seq and ATAC-seq data generated in this study have been deposited into the Gene Expression Omnibus hosted at the National Center for Biotechnology under the accession number GSE126264. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information or from the corresponding author upon reasonable request.

## References

[1] Ng D (2004). Oculofaciocardiodental and Lenz microphthalmia syndromes result from distinct classes of mutations in BCOR. Nat. Genet..

[2] Papaemmanuil E (2016). Genomic classification and prognosis in acute myeloid leukemia. N. Engl. J. Med..

[3] The Cancer Genome Atlas Research Network.. (2013). Genomic and epigenomic landscapes of adult de novo acute myeloid leukemia. N. Engl. J. Med..

[4] Grossmann V (2011). Whole-exome sequencing identifies somatic mutations of BCOR in acute myeloid leukemia with normal karyotype. Blood.

[5] Damm F (2013). BCOR and BCORL1 mutations in myelodysplastic syndromes and related disorders. Blood.

[6] Yoshizato T (2015). Somatic mutations and clonal hematopoiesis in aplastic anemia. N. Engl. J. Med..

[7] Béguelin W (2016). EZH2 and BCL6 cooperate to assemble CBX8-BCOR complex to repress bivalent promoters, mediate germinal center formation and lymphomagenesis. Cancer Cell..

[8] Cao Q (2016). BCOR regulates myeloid cell proliferation and differentiation. Leukemia.

[9] Lefebure M (2017). Genomic characterisation of Eμ-Myc mouse lymphomas identifies Bcor as a Myc co-operative tumour-suppressor gene. Nat. Commun..

[10] van den Boom V (2016). Non-canonical PRC1.1 targets active genes independent of H3K27me3 and is essential for leukemogenesis. Cell Rep..

[11] Tiberi L (2014). A BCL6/BCOR/SIRT1 complex triggers neurogenesis and suppresses medulloblastoma by repressing sonic hedgehog signaling. Cancer Cell..

[12] Koppens M, Van Lohuizen M (2016). Context-dependent actions of Polycomb repressors in cancer. Oncogene.

[13] Vidal M, Starowicz K (2017). Polycomb complexes PRC1 and their function in hematopoiesis. Exp. Hematol..

[14] Huynh KD, Fischle W, Verdin E, Bardwell VJ (2000). BCoR, a novel corepressor involved in BCL-6 repression. Genes Dev..

[15] Gearhart MD, Corcoran CM, Wamstad JA, Bardwell VJ (2006). Polycomb group and SCF ubiquitin ligases are found in a novel BCOR complex that is recruited to BCL6 targets. Mol. Cell. Biol..

[16] Gao Z (2012). PCGF homologs, CBX proteins, and RYBP define functionally distinct PRC1 family complexes. Mol. Cell.

[17] Wang Z (2018). A Non-canonical BCOR-PRC1. 1 complex represses differentiation programs in human ESCs. Cell. Stem. Cell..

[18] Oliviero G (2015). The variant polycomb repressor complex 1 component PCGF1 interacts with a pluripotency sub-network that includes DPPA4, a regulator of embryogenesis. Sci. Rep..

[19] Junco SE (2013). Structure of the polycomb group protein PCGF1 in complex with BCOR reveals basis for binding selectivity of PCGF homologs. Structure.

[20] Srinivasan RS, Erkenez de AC, Hemenway CS (2003). The mixed lineage leukemia fusion partner AF9 binds specific isoforms of the BCL-6 corepressor. Oncogene.

[21] Göthert JR (2005). In vivo fate-tracing studies using the Scl stem cell enhancer: embryonic hematopoietic stem cells significantly contribute to adult hematopoiesis. Blood.

[22] Shih AH (2015). Mutational cooperativity linked to combinatorial epigenetic gain of function in acute myeloid leukemia. Cancer Cell..

[23] Hnisz D (2013). Transcriptional super-enhancers connected to cell identity and disease. Cell.

[24] Whyte WA (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. Cell.

[25] Lara-Astiaso D (2014). Chromatin state dynamics during blood formation. Science.

[26] Lun AT, Smyth GK (2015). csaw: a Bioconductor package for differential binding analysis of ChIP-seq data using sliding windows. Nucleic Acids Res..

[27] Wu X, Johansen JV, Helin K (2013). Fbxl10/Kdm2b recruits polycomb repressive complex 1 to CpG islands and regulates H2A ubiquitylation. Mol. Cell.

[28] Thorsteinsdottir U (2002). Overexpression of the myeloid leukemia-associated Hoxa9 gene in bone marrow cells induces stem cell expansion. Blood.

[29] Afonja O (2000). MEIS1 and HOXA7 genes in human acute myeloid leukemia. Leuk. Res..

[30] Dillon LM (2015). P-REX1 creates a positive feedback loop to activate growth factor receptor, PI3K/AKT and MEK/ERK signaling in breast cancer. Oncogene.

[31] Shukla A (2014). CLIC4 regulates TGF-beta-dependent myofibroblast differentiation to produce a cancer stroma. Oncogene.

[32] Vignudelli T (2010). ZFP36L1 negatively regulates erythroid differentiation of CD34+ hematopoietic stem cells by interfering with the Stat5b pathway. Mol. Biol. Cell..

[33] Rust R (2005). High expression of calcium-binding proteins, S100A10, S100A11 and CALM2 in anaplastic large cell lymphoma. Br. J. Haematol..

[34] Blackledge NP (2014). Variant PRC1 complex-dependent H2A ubiquitylation drives PRC2 recruitment and polycomb domain formation. Cell.

[35] Lu R (2016). Epigenetic perturbations by Arg882-mutated DNMT3A potentiate aberrant stem cell gene-expression program and acute leukemia development. Cancer Cell..

[36] Metzeler KH (2016). Spectrum and prognostic relevance of driver gene mutations in acute myeloid leukemia. Blood.

[37] Haferlach T (2014). Landscape of genetic lesions in 944 patients with myelodysplastic syndromes. Leukemia.

[38] Johnson L (2001). Somatic activation of the K-ras oncogene causes early onset lung cancer in mice. Nature.

[39] Lavallée VP (2015). The transcriptomic landscape and directed chemical interrogation of MLL-rearranged acute myeloid leukemias. Nat. Genet..

[40] Glass J (2017). Epigenetic identity in AML depends on disruption of non-promoter regulatory elements and is affected by antagonistic effects of mutations in epigenetic modifiers. Cancer Discov..

[41] Verhaak RGW (2009). Prediction of molecular subtypes in acute myeloid leukemia based on gene expression profiling. Haematologica.

[42] Brunetti L (2018). Mutant NPM1 maintains the leukemic state through HOX expression. Cancer Cell..

[43] Rice KL, Licht JD (2007). HOX deregulation in acute myeloid leukemia. J. Clin. Invest..

[44] Challen GA (2011). Dnmt3a is essential for hematopoietic stem cell differentiation. Nat. Genet..

[45] Faber J (2009). HOXA9 is required for survival in human MLL-rearranged acute leukemias. Blood.

[46] McCormack MP (2010). The Lmo2 oncogene initiates leukemia in mice by inducing thymocyte self-renewal. Science.

[47] Kesarwani M (2017). Targeting c-FOS and DUSP1 abrogates intrinsic resistance to tyrosine-kinase inhibitor therapy in BCR-ABL-induced leukemia. Nat. Med..

[48] Lord KA, Abdollahi A, Hoffman-Liebermann B, Liebermann DA (1993). Proto-oncogenes of the fos/jun family of transcription factors are positive regulators of myeloid differentiation. Mol. Cell. Biol..

[49] Mikkola HKA (2003). Haematopoietic stem cells retain long-term repopulating activity and multipotency in the absence of stem-cell leukaemia SCL/tal-1 gene. Nature.

[50] Shivdasani RA, Mayer EL, Orkin SH (1995). Absence of blood formation in mice lacking the T-cell leukaemia oncoprotein tal-1/SCL. Nature.

[51] Condorelli GL (1996). T-cell-directed TAL-1 expression induces T-cell malignancies in transgenic mice. Cancer Res..

[52] Sánchez C (2007). Proteomics analysis of Ring1B/Rnf2 interactors identifies a novel complex with the Fbxl10/Jhdm1B histone demethylase and the Bcl6 interacting corepressor. Mol. Cell. Proteom..

[53] Rossi A (2016). Maintenance of leukemic cell identity by the activity of the Polycomb complex PRC1 in mice. Sci. Adv..

[54] Klauke K (2013). Polycomb Cbx family members mediate the balance between haematopoietic stem cell self-renewal and differentiation. Nat. Cell Biol..

[55] Zhang XW (2010). BMI1 and Mel-18 oppositely regulate carcinogenesis and progression of gastric cancer. Mol. Cancer.

[56] Guo WJ (2007). Mel-18 acts as a tumor suppressor by repressing Bmi-1 expression and down-regulating Akt activity in breast cancer cells. Cancer Res..

[57] Jacobs JJ (1999). Bmi-1 collaborates with c-Myc in tumorigenesis by inhibiting c-Myc-induced apoptosis via INK4a/ARF. Genes Dev..

[58] Bernard D (2005). CBX7 controls the growth of normal and tumor-derived prostate cells by repressing the Ink4a/Arf locus. Oncogene.

[59] Kroon E (1998). Hoxa9 transforms primary bone marrow cells through specific collaboration with Meis1a but not Pbx1b. EMBO J..

[60] Zekavati A (2014). Post-transcriptional regulation of BCL2 mRNA by the RNA-binding protein ZFP36L1 in malignant B cells. PLoS ONE.

[61] Tanaka T (2017). Internal deletion of BCOR reveals a tumor suppressor function for BCOR in T lymphocyte malignancies. J. Exp. Med..

[62] Doench JG (2016). Optimized sgRNA design to maximize activity and minimize off-target effects of CRISPR-Cas9. Nat. Biotechnol..

[63] Joung J (2017). Genome-scale CRISPR-Cas9 knockout and transcriptional activation screening. Nat. Protoc..

[64] Martin, M. Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet. J***17**, 10–12 (2011).

[65] Li W (2014). MAGeCK enables robust identification of essential genes from genome-scale CRISPR/Cas9 knockout screens. Genome Biol..

[66] Liao Y, Smyth GK, Shi W (2013). The Subread aligner: fast, accurate and scalable read mapping by seed-and-vote. Nucleic Acids Res..

[67] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[68] Kanamori M (2004). A genome-wide and nonredundant mouse transcription factor database. Biochem. Biophys. Res. Commun..

[69] Waardenberg AJ, Bassett SD, Bouveret R, Harvey RP (2015). CompGO: an R package for comparing and visualizing Gene Ontology enrichment differences between DNA binding experiments. BMC Bioinforma..

# Supplementary material for: Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis
**Source:** Nat Commun. 2019 Mar 22;10:1347. doi: 10.1038/s41467-019-09250-6
**Supplement:** Supplementary file 1 — Supplementary Information

# **Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis**

Supplementary Information

Kelly et al.

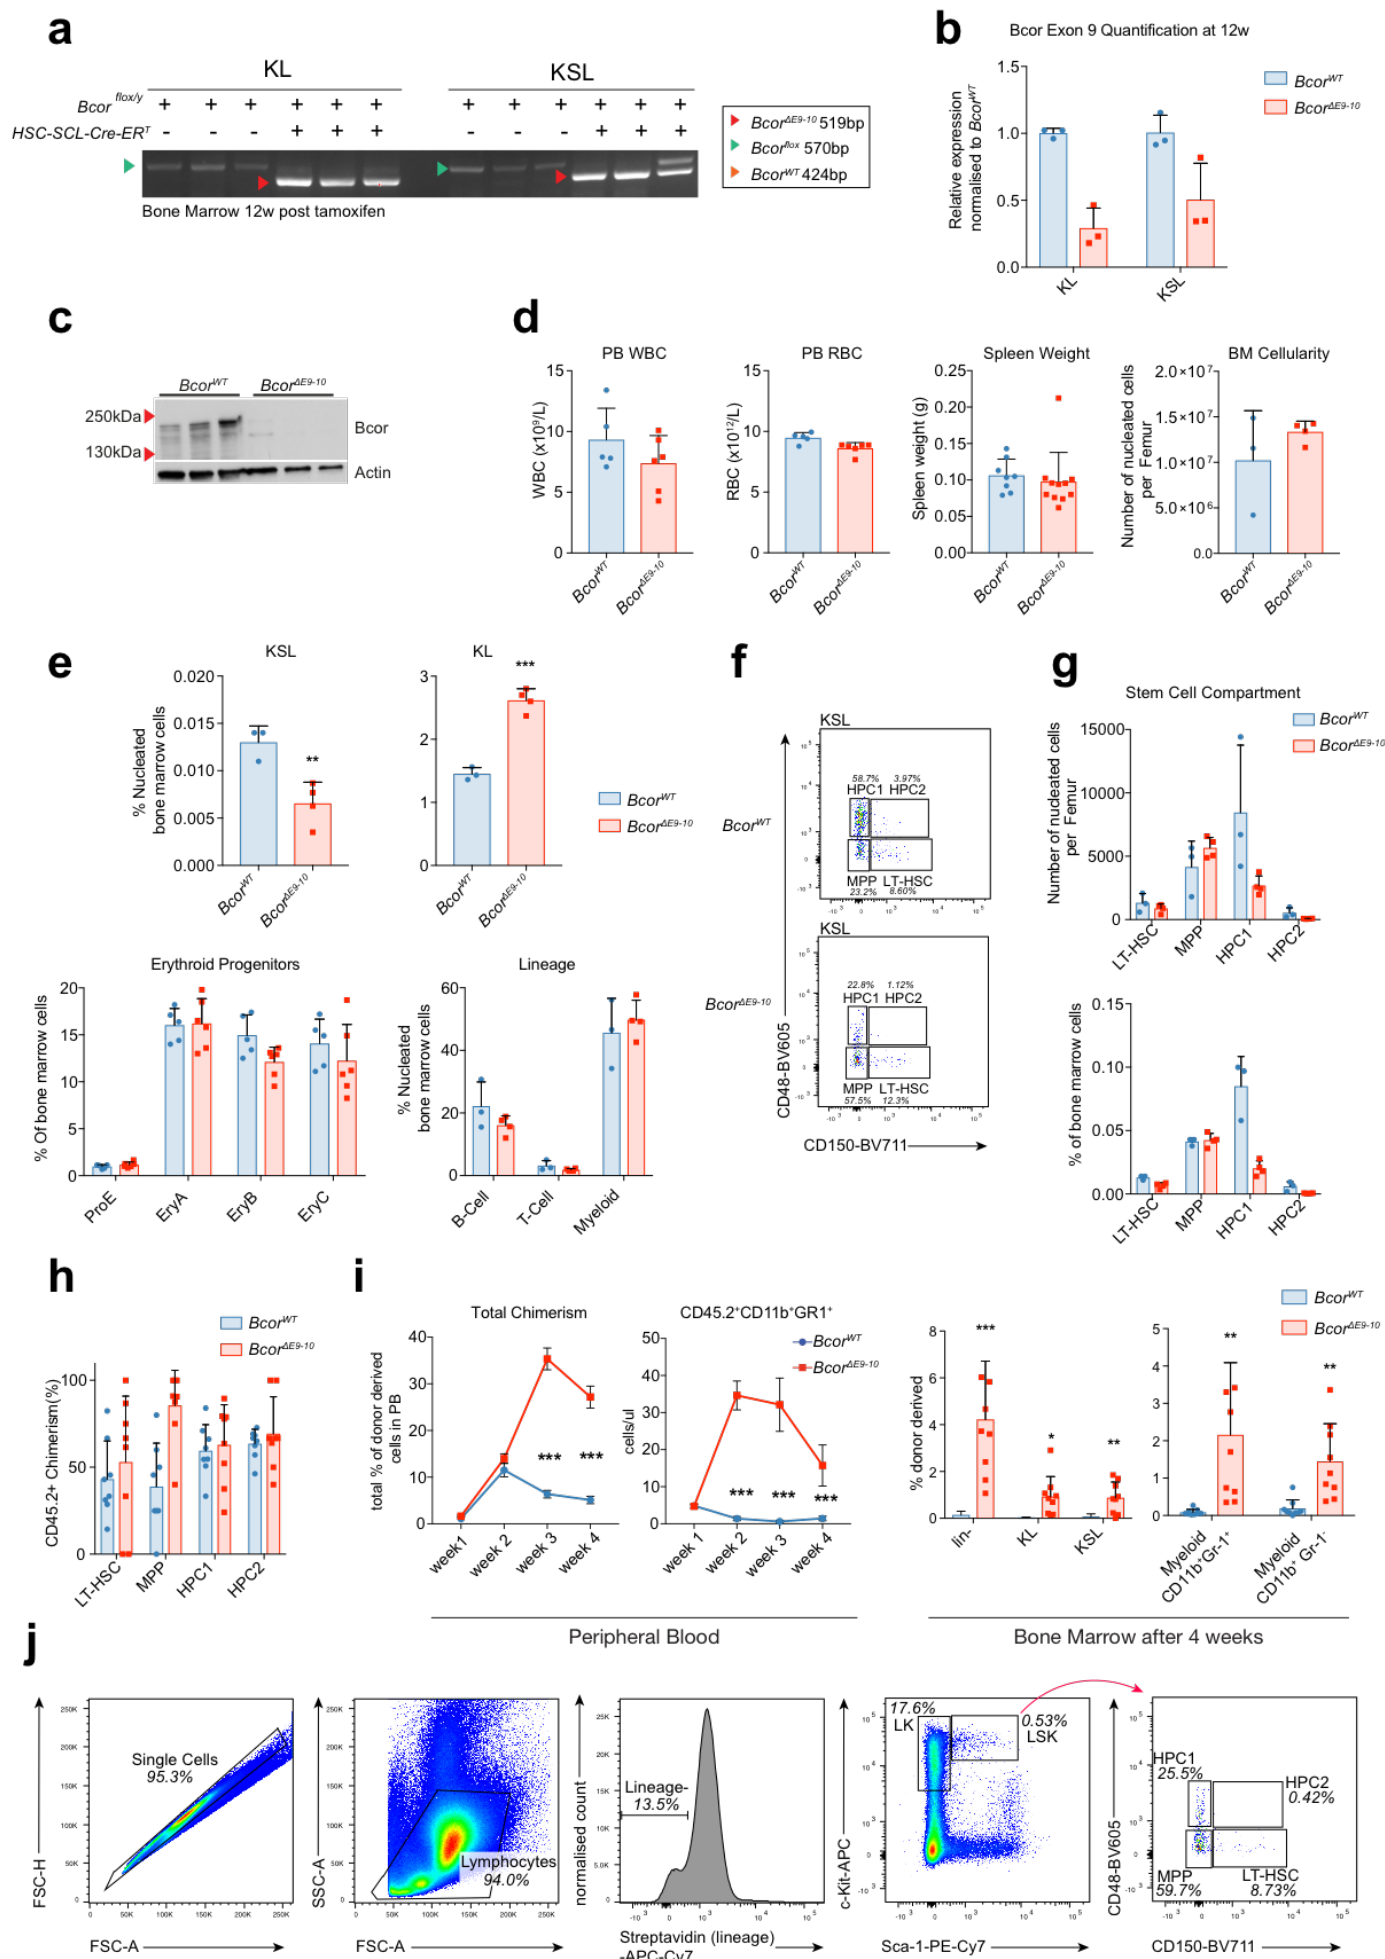

## Supplementary Figures

*Supplementary figure 1. Bcor regulates myeloid differentiation in vivo, related to figure 1.* (a) Deletion of *Bcor* exons 9 and 10 was confirmed in sorted KL and KSL populations from *Bcor*<sup>fllox</sup>;HSC-SCL-Cre-ER<sup>T+</sup> and *Bcor*<sup>fllox</sup>;HSC-SCL-Cre-ER<sup>T-</sup> mice 12 weeks post tamoxifen administration by PCR genotyping. (b) Recombination at exon 9 of the *Bcor* gene was quantified by qPCR using primers internal to the floxed region (see Supplementary Table 1) and normalized to *Bcor* intron 6. (n=3, KL p=9.1x10<sup>-4</sup>, KSL p=6.8 x10<sup>-3</sup>). (c) Western blot for Bcor in *ex vivo* cultured KL cells from 3 independent *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> mice. (d) Average values for spleen weights (n=10), peripheral white blood cells and red blood cells (n=5), and total bone marrow cellularity (n=3) for *Bcor*<sup>WT</sup> (in blue) and *Bcor*<sup>AE9-10</sup> (in red) mice at 20 weeks post tamoxifen administration. (e) Average percentage of cell populations within bone marrow mononuclear cells from one femur from *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> mice (n = 5, means were compared with unpaired t-test, KSL p = 4.8 x10<sup>-3</sup>, KL P =1.91 x10<sup>-4</sup>). (f) Representative flow cytometry plot of KSL sub-populations from the BM of *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> mice. (g) Average absolute numbers of stem cell populations quantified by flow cytometry. Each replicate represents the absolute number within the bone marrow of a single femur of a single mouse (n=5, means were compared with unpaired t-Test, LT-HSC p=9.3x10<sup>-3</sup>, HPC1 p=2.7 x10<sup>-3</sup>). (h) Average percentage of donor-derived cells (CD45.2<sup>+</sup>) in the indicated BM populations in recipients transplanted with whole bone marrow mononuclear cells (n=8, means were compared with unpaired t-test, N.S.). (i) Chimerism and absolute numbers of donor-derived cells in the peripheral blood or bone marrow of recipient mice transplanted with sorted KL cells (n=8; means compared with unpaired t-test: PB week3, p=2.70 x10<sup>-9</sup>, week 4, p=1.47 x10<sup>-7</sup>, BM chimerism lin<sup>-</sup> p=1.5x10<sup>-4</sup>, KL p=5.0x10<sup>-3</sup>, KSL p=2.4 x10<sup>-3</sup>, Myeloid CD11b<sup>+</sup> only p=2.2 x10<sup>-3</sup>, myeloid CD11b<sup>+</sup>Gr1<sup>+</sup> p=5.4 x10<sup>-3</sup>). (j) Example flow cytometry gating strategy used for immunophenotyping analysis and FACS isolation of KL cells. For all bar graphs values from individual animals are shown, bars indicate mean ± standard deviation.

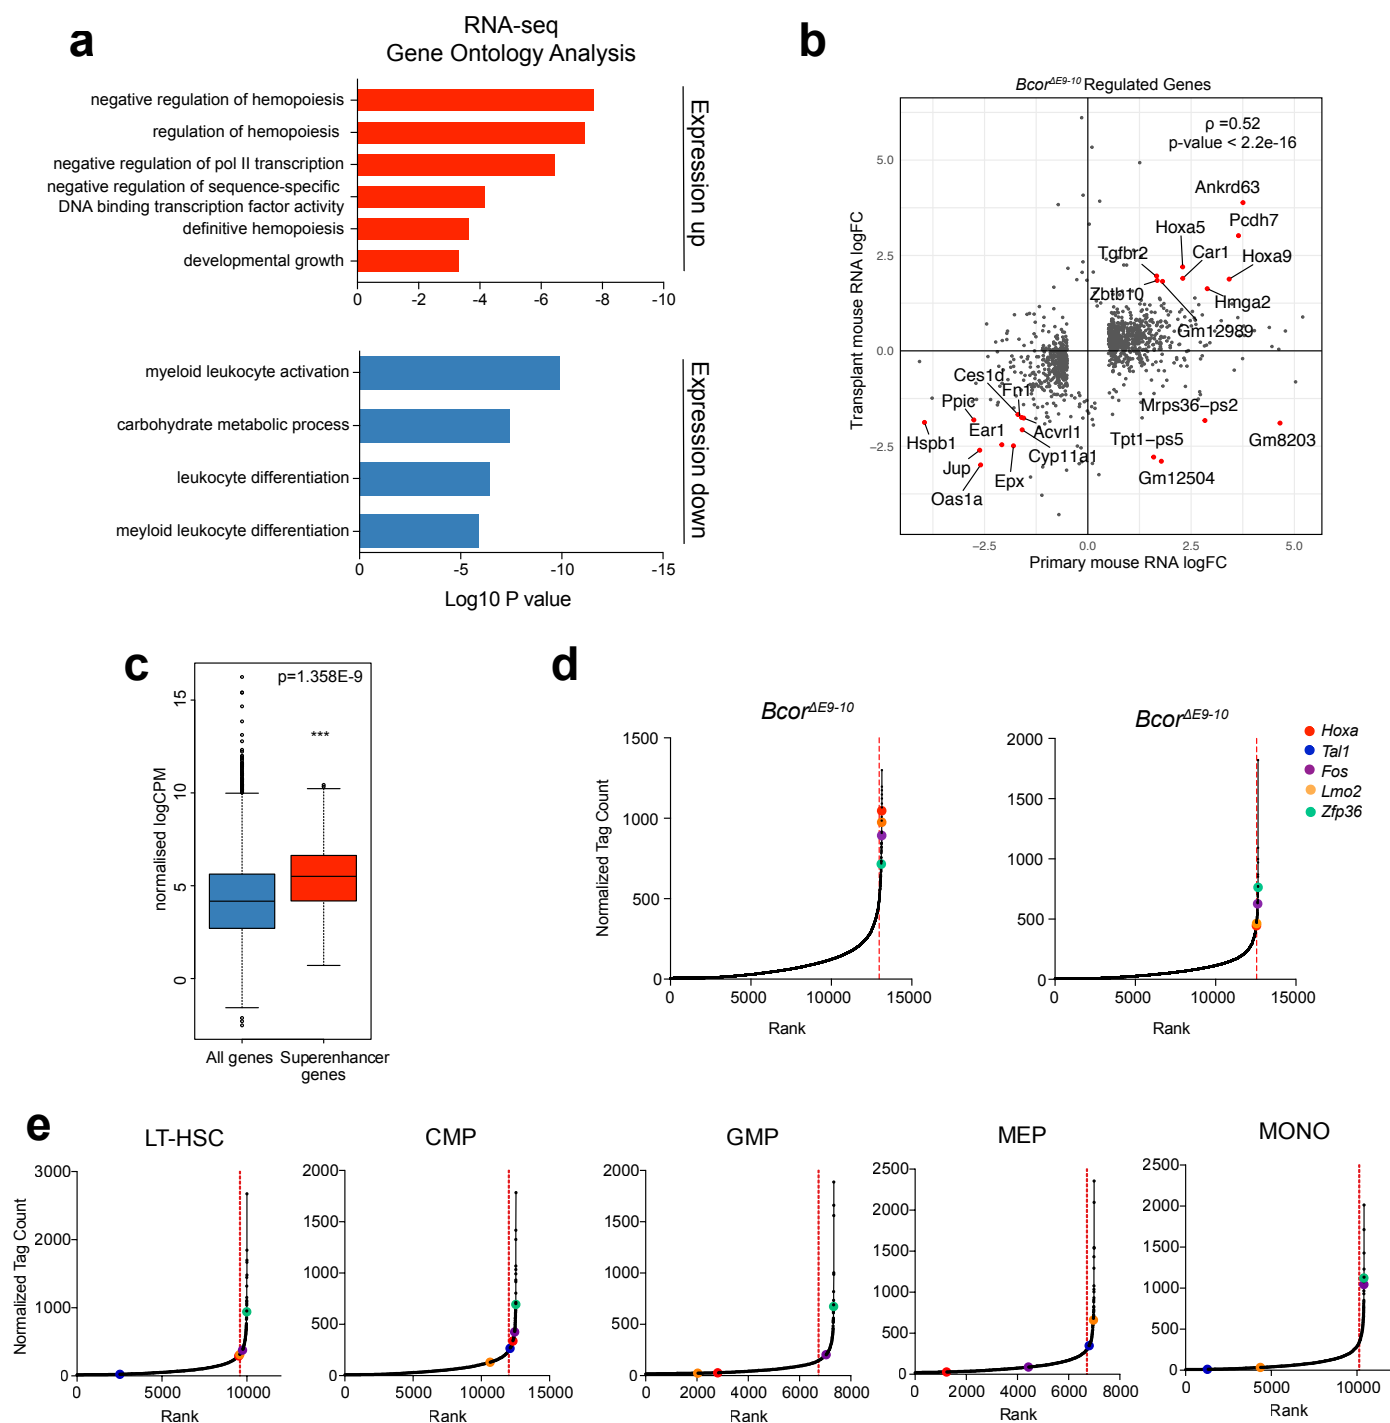

**Supplementary figure 2. Bcor regulates HSC associated master transcription factor genes during myeloid differentiation, related to figure 2.** (a) GO terms enrichment analysis on genes that are significantly differentially expressed ( $p < 0.05$ ) between *Bcor*<sup>ΔE9-10</sup> and *Bcor*<sup>ΔE9-10</sup> KL cells. (b) Correlation between gene expression changes in KL cells sorted from primary transgenic mice (horizontal) or transplanted recipients (vertical). Plotted are genes for which  $\log_2FC$  is  $> 0.5$  or  $< -0.5$  in either experiment and highlighted are genes for which  $\log_2FC$  is  $> 1$  or  $< -1$  and  $p < 0.01$  in either condition. Correlation analysis performed with Spearman's

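In the counts of the transplant libraries, all 23 genes labelled in Supplementary Fig. 2b had the sign plotted on its transplant axis. The labels were chosen in part from these same libraries. An absolute log2 fold change above 1 with p under 0.01 was reached by 11 of the 23 genes in edgeR's quasi-likelihood test. With limma-voom 7 reached it and with DESeq2 14 did. At an unadjusted p under 0.05 there were 17 genes in edgeR. An adjusted p under 0.05 over all genes was reached by 0 of the 23 in edgeR, 0 with limma-voom and 2 with DESeq2. Of the 23 genes, 22 are listed in Supplementary Data 1, and *Zbtb10* is not. *Ankrd63* had 35 and 28 counts in *Bcor* ΔE9-10 and 3 and 0 in *Bcor* WT. Both *Bcor* WT libraries were at or under the floor of 3 counts, and the *Bcor* ΔE9-10 mean was 7.66-fold the mean of their floors. This ratio makes no allowance for counting error. Without *Bcor* WT replicate 2 the log2 fold change of *Ankrd63* was 2.62. *Car1* had 141 and 124 counts against 32 and 23 (log2 fold change 1.78, standard error 0.48). *Zbtb10* had 68 and 76 against 15 and 15 (log2 fold change 1.81, standard error 0.49). Among the genes that fell, *Epx*, which encodes eosinophil peroxidase, had 12 and 7 counts in *Bcor* ΔE9-10 against 25 and 54 in *Bcor* WT (log2 fold change -2.38, standard error 0.62). *Hspb1* had 14 and 14 counts against 31 and 51 (log2 fold change -1.93, standard error 0.53), and *Cyp11a1* had 9 and 9 counts against 19 and 43 (log2 fold change -2.12, standard error 0.62). The replicates were less alike for *Oas1a*, which had 1 and 17 counts against 26 and 60 and a log2 fold change between -5.49 and -1.77 when 1 library was left out, and for *Ear1*, which had 8 and 43 counts against 40 and 176. Of the labelled genes, 5 are annotated pseudogenes, each matching a coding gene with which the counting could have split reads. *Gm12504* matches *Ptma* over 210 of its 306 bases (93.8% identity), *Gm8203* matches *H2afz* (100%) and *Mrps36-ps2* matches *Mrps36* (99.0%), while *Tpt1-ps5* matches *Tpt1* and *Gm12989* matches *Psma5*. *Gm12504* had 19 and 47 counts against 56 and 537 (log2 fold change -3.39, standard error 0.82). *Tpt1-ps5* had 19 and 7 against 41 and 74 (log2 fold change -2.48, standard error 0.62). *Gm8203* had 18 and 5 against 51 and 12 (log2 fold change -2.02, standard error 1.00). It ranged from -3.33 to -0.15 when 1 library was left out, nearest 0 without *Bcor* WT replicate 1. *Mrps36-ps2* had 31 and 4 against 12 and 39, a log2 fold change of -0.80 (standard error 0.93) that changed sign when 1 library was left out. These 4 pseudogenes are the labelled genes whose direction in the transplant data was opposite to the paper's primary log2 fold changes, which are 1.78 for *Gm12504*, 1.59 for *Tpt1-ps5*, 4.65 for *Gm8203* and 2.83 for *Mrps36-ps2*.

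**Figure D3:**
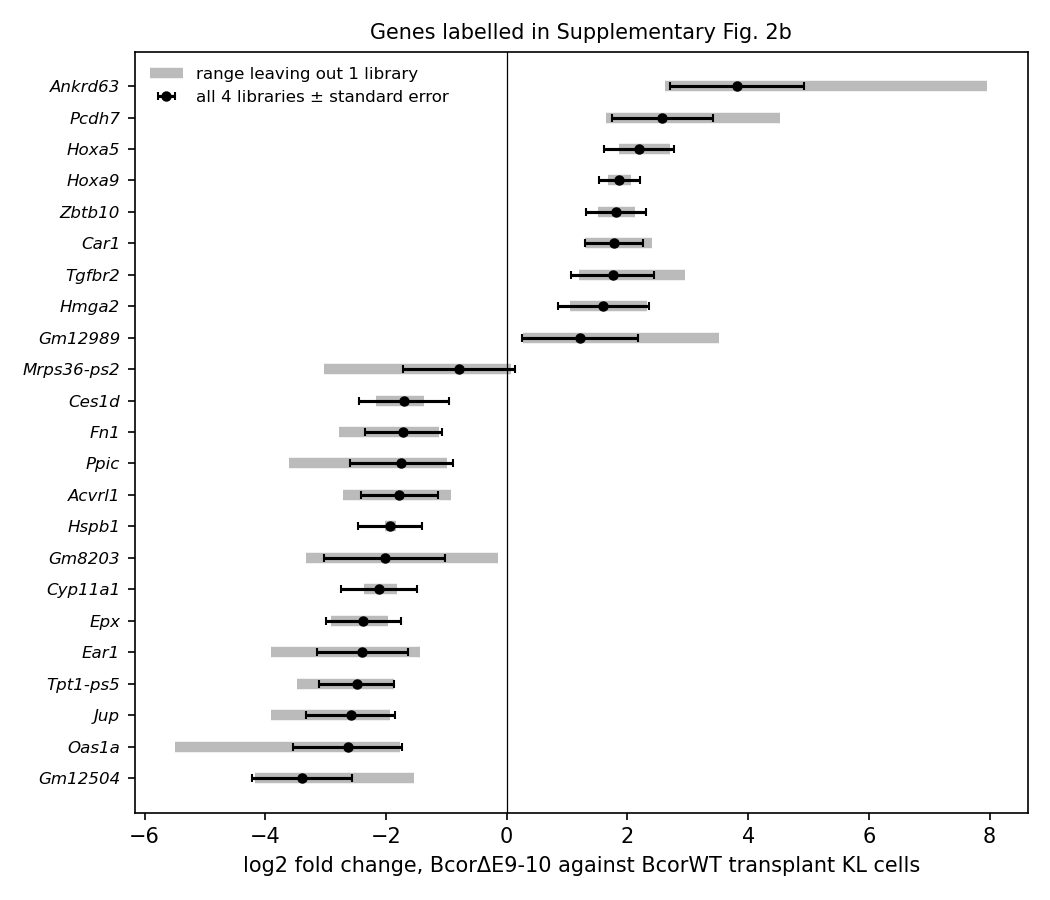
Log2 fold change of the 23 labelled genes in the transplant data, *Bcor* ΔE9-10 against *Bcor* WT KL cells (horizontal axis), by gene (vertical axis). Black points with bars are the values from all 4 libraries ± standard error, and grey bars span the 4 fits that each left out 1 library. The grey bar of *Mrps36-ps2* reaches 0.06, and that of *Gm12504* runs from -4.16 to -1.54.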

rank correlation ( $\rho = 0.52$ ,  $p\text{-value} < 2.2 \times 10^{-16}$ ). (c) Tukey boxplot of RNA expression for genes associated with super-enhancers compared with all expressed genes in *Bcor*<sup>AE9-1</sup> KL cells. Centre line denotes median, whiskers extend to 1.5xIQR. Comparison of means was performed with Welch two sample t-test ( $t=6.5126$ ,  $df = 134.37$ ,  $p = 1.385 \times 10^{-9}$ ). (d) All enhancers identified in *Bcor*<sup>AE9-10</sup> samples (total  $n=3$ ) and (e) hematopoietic cell populations, ranked by tag count. Red dashed line indicates a super-enhancer slope of 1. Highlighted are genes identified in Fig. 2D.

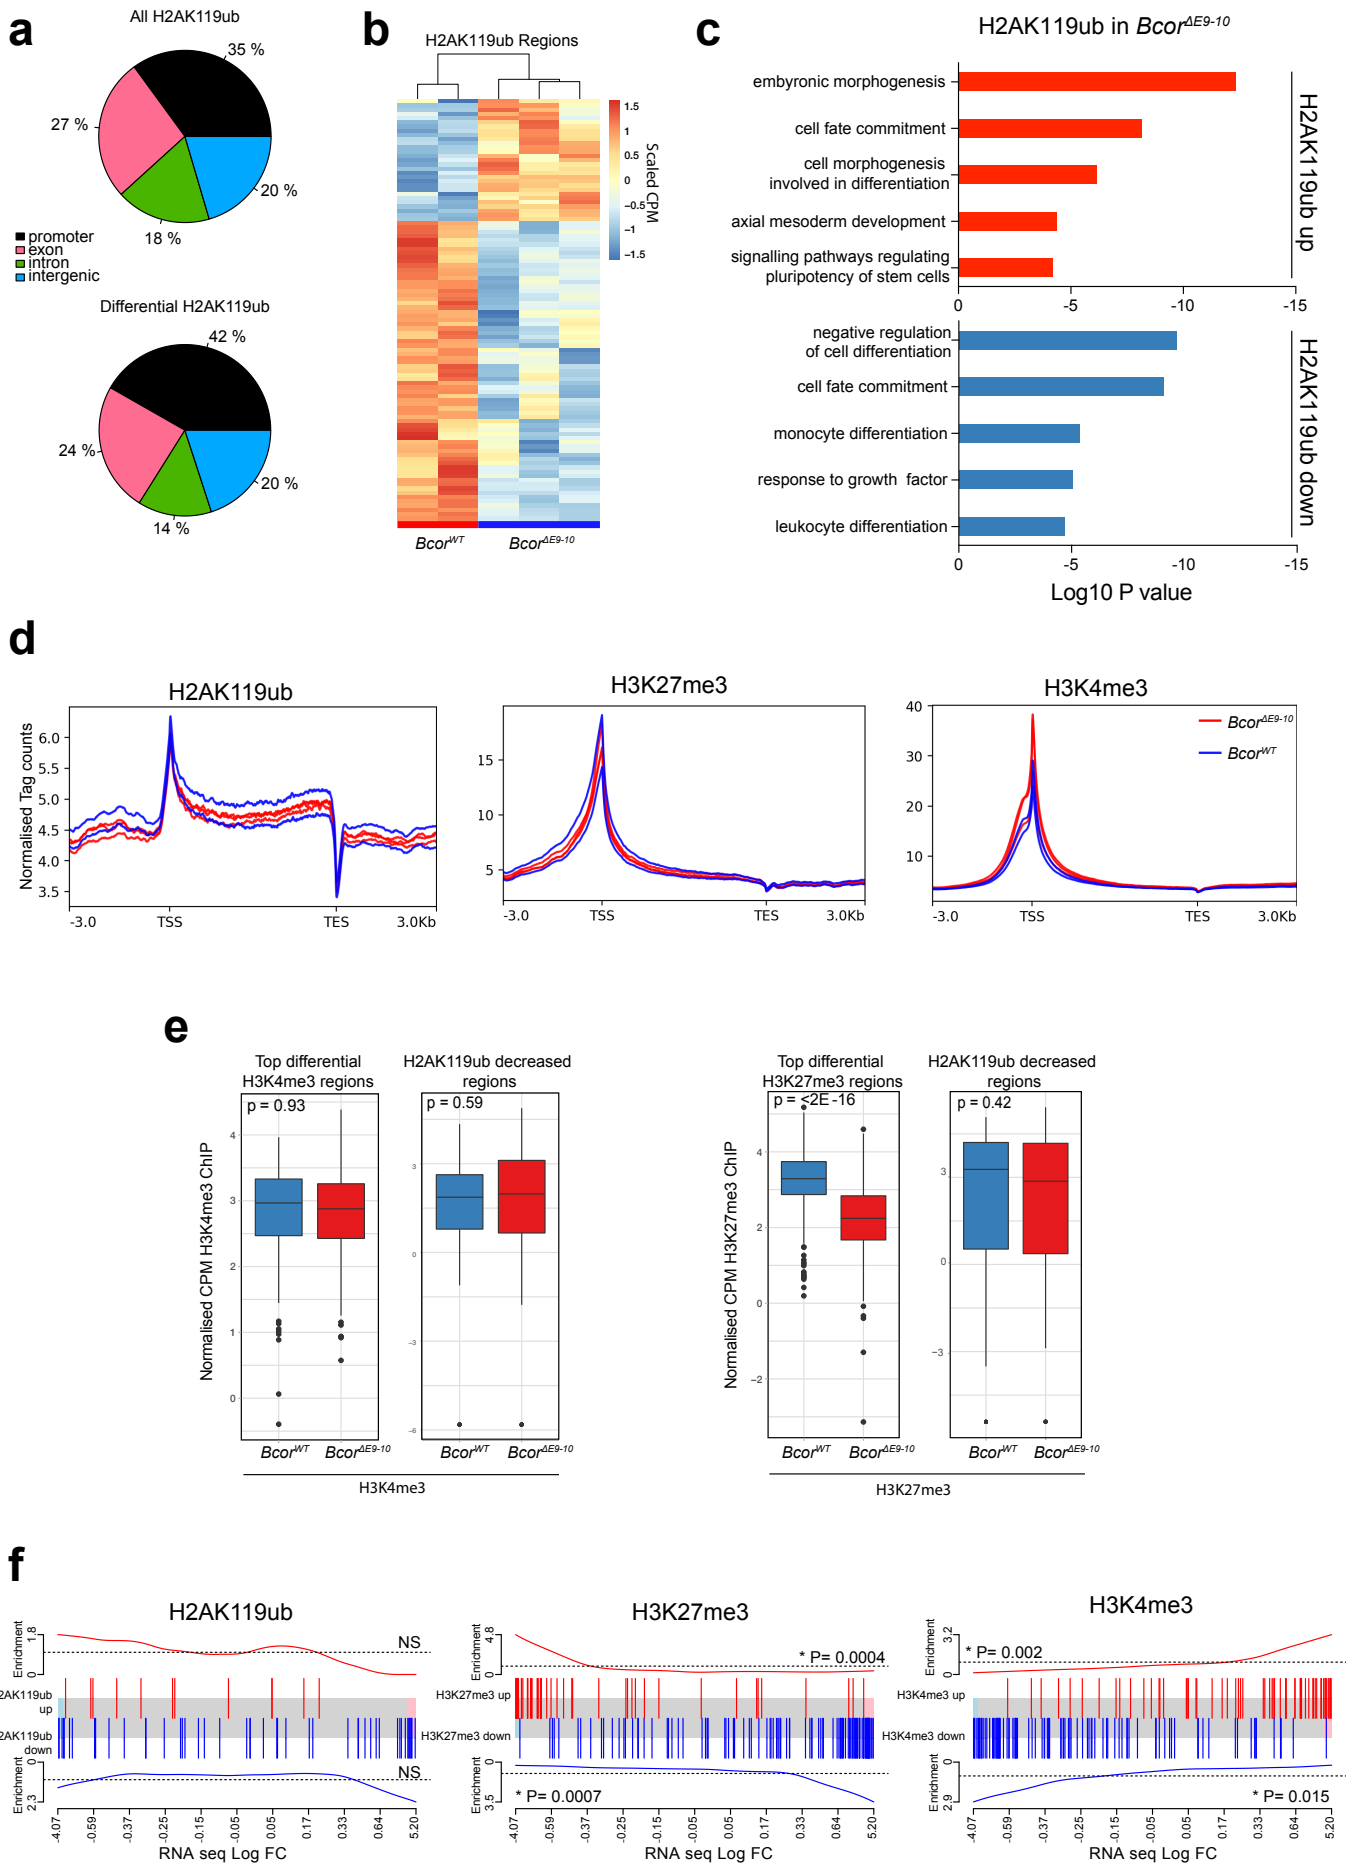

*Supplementary figure 3. Bcor regulates H2AK119ub at a small subset of H2AK119ub-associated loci, related to figure 3.* (a) Genomic location of all H2AK119ub-enriched regions in *Bcor*<sup>WT</sup> KL cells and differentially ubiquitinated regions between *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> KL cells. (b) Heatmap of H2AK119ub ChIP-seq signal from the top 500 differentially ubiquitinated regions between *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> KL cells. (c) GO term enrichment analysis for genes associated with differentially ubiquitinated regions between *Bcor*<sup>WT</sup> and *Bcor*<sup>AE9-10</sup> KL cells (H2AK119ub up in *Bcor*<sup>AE9-10</sup>, log<sub>2</sub>FC>0.5 and p<0.05; H2AK119ub down in *Bcor*<sup>AE9-10</sup>, log<sub>2</sub>FC<-0.5 and p<0.05). (d) ChIP-seq metagene plots of H2AK119ub, H3K27me3 and H3K4me3 enrichment ± 3kb flanking scaled genes. Each line represents one ChIP-seq replicate. (e) Tukey boxplots normalized signal from ChIP-seq experiments. H3K27me3 and H3K4me3 signal was quantified in the top 100 regions significantly differentially enriched for each mark, as well as in regions with a significant loss of ubiquitin. Means compared with unpaired t-test. Centre line denotes median, whiskers extend to 1.5xIQR. (f) Barcode plots showing association between mRNA expression and changes in histone marks (red, histone mark significantly increased log<sub>2</sub>FC>0.5 and p<0.05; blue, histone mark significantly decreased log<sub>2</sub>FC<-0.5 and p<0.05). Significant enrichment for gene sets was tested with rotation gene set tests (ROAST)<sup>1</sup>, p values indicated.

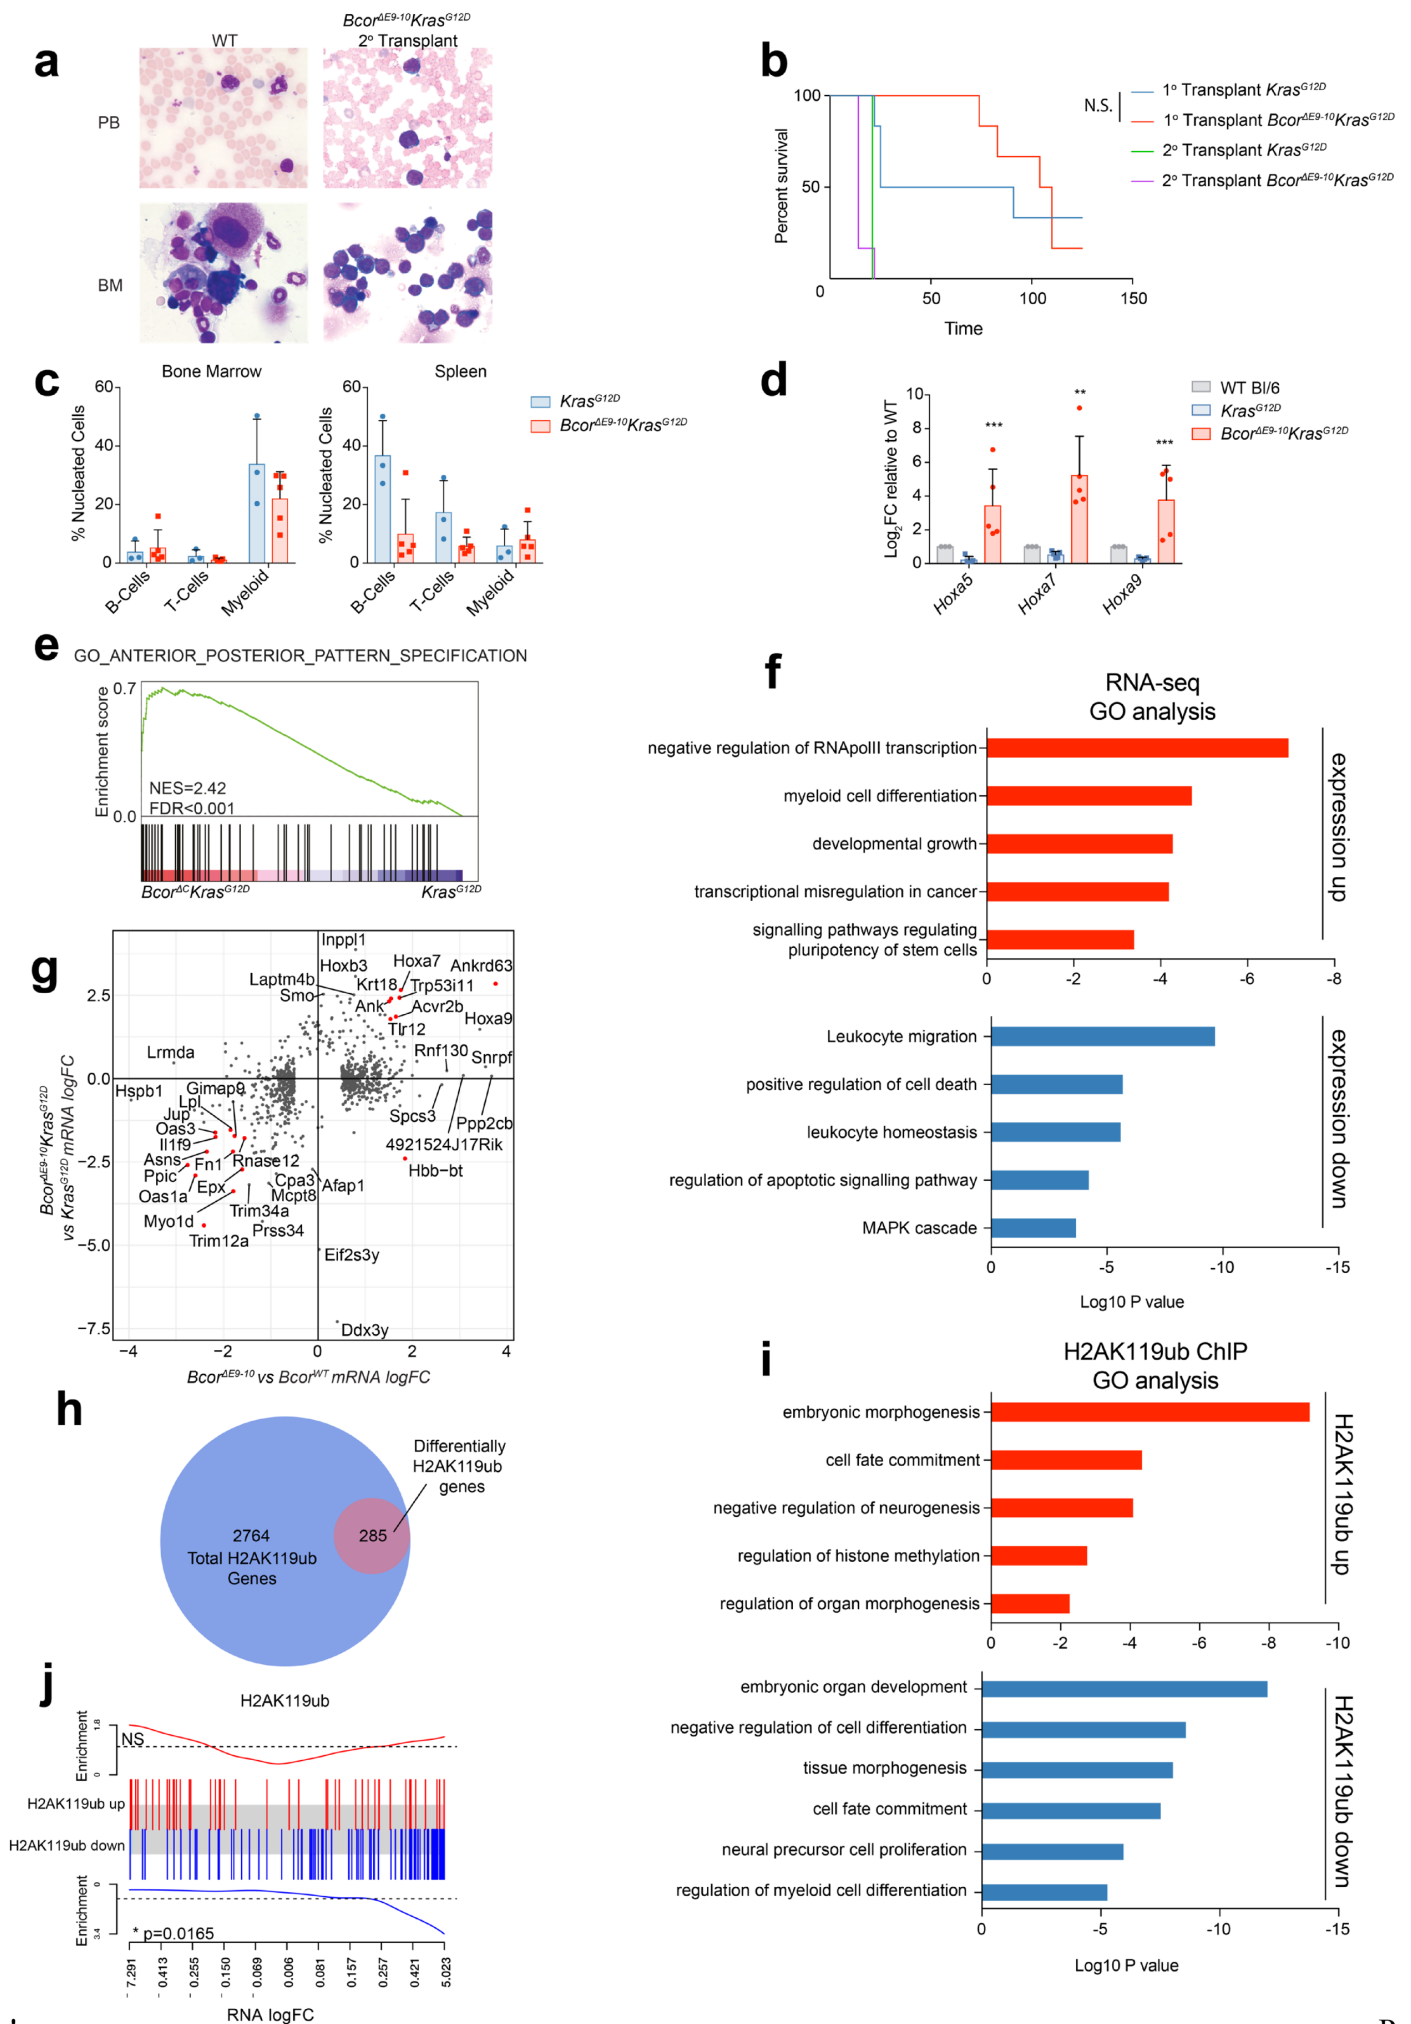

**Supplementary figure 4. *Bcor*<sup>AE9-10</sup> cooperates with *Kras*<sup>G12D</sup> to initiate leukaemia and regulate transcription and H2AK119ub, related to figure 4.** (a) Representative images of Romanowsky staining peripheral blood smears (PB) and bone marrow cytopins (BM) from C57BL/6 (WT) mice or secondary recipients transplanted with *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> leukaemic cells (clone #72) illustrating lack of tri-lineage differentiation and accumulation of blasts in both PB and BM. (b) Kaplan-Meier survival curve illustrating survival of mice serially transplanted with *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> or *Kras*<sup>G12D</sup> tumours. 1<sup>st</sup> transplant n=6 mice pooled from 2 clones, 2<sup>nd</sup> transplant n=6 mice, one clone from each genotype. Statistical comparison of curves performed with Gehan-Breslow-Wilcoxin test. (c) Percentage of nucleated cells in either the bone marrow or spleen of moribund *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> or *Kras*<sup>G12D</sup> mice positive for lineage markers measured by flow cytometry. (*Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> n = 5 or *Kras*<sup>G12D</sup> n = 3 mice). (d) *Hoxa5*, 7 and 9 mRNA expression in whole bone marrow of moribund *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> and *Kras*<sup>G12D</sup> mice measured by qPCR, log fold change values relative to *Bcor*<sup>WT</sup> control, and normalized to *Actin*. 5 biological replicates for *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> and *Kras*<sup>G12D</sup> and 1 for *Bcor*<sup>WT</sup> are shown and 3 technical replicates were performed. (e) GSEA enrichment plots comparing Quant-seq from *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> and *Kras*<sup>G12D</sup> KL cells against a HOX-associated gene set. (f) GO term enrichment analysis for genes differentially expressed between *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> and *Kras*<sup>G12D</sup> KL cells (log<sub>2</sub>FC is >0.5 or <-0.5 and p<0.05) in *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> compared to *Kras*<sup>G12D</sup> only. (g) Correlation between gene expression changes in normal (comparing *Bcor*<sup>AE9-10</sup> and *Bcor*<sup>WT</sup> KL cells, horizontal) and malignant (comparing *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> and *Kras*<sup>G12D</sup> KL cells, vertical) contexts. Plotted are genes for which log<sub>2</sub>FC is >0.5 or <-0.5 and p<0.01 in either experiment, highlighted in red are genes for which log<sub>2</sub>FC is >1.5 or <-1.5 and annotated are genes for which log<sub>2</sub>FC is >2.5 or <-2.5 either condition. Correlation analysis performed with Pearson's product-moment correlation ( $\rho = 0.3589$ ,  $p < 2.2 \times 10^{-16}$ ). (h) Venn diagram overlaying all genes associated with H2AK119ub-enriched regions in KL cells and genes associated with differentially ubiquitinated regions in *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> KL cells compared with *Kras*<sup>G12D</sup> KL cells. (i) GO term enrichment analysis for genes that which are differentially ubiquitinated (log<sub>2</sub>FC>0.3 or <-0.3) in *Bcor*<sup>AE9-10</sup>*Kras*<sup>G12D</sup> compared to *Kras*<sup>G12D</sup> KL cells. (j) Barcode plot demonstrating enrichment of differentially expressed genes within genes associated with either significant increase (red) or decrease (blue) in H2AK119ub. Enrichment for gene sets was tested with ROAST<sup>1</sup>. Genes associated with an increase in

H2AK119ub signal ( $\log FC > 0.3$ ,  $p < 0.05$ ) were not enriched in gene expression (NS), whilst genes with decreased H2AK119ub ( $\log FC < -0.3$ ,  $p < 0.05$ ) were significantly enriched in differentially expressed genes in *Bcor*<sup>*ΔE9-10*</sup>*Kras*<sup>*G12D*</sup> ( $p = 0.0165$ ). Mean values are shown in all figure bargraphs and error bars represent standard deviation.

**a**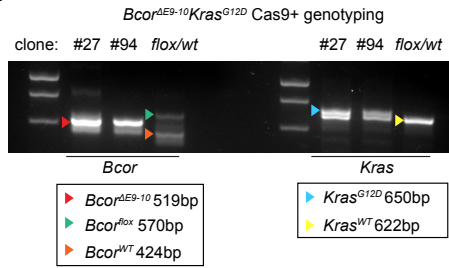**b**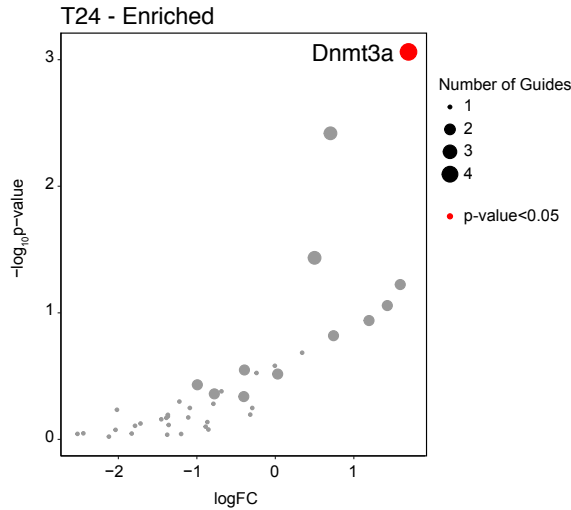**c**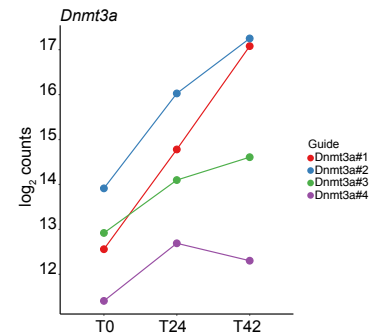**d**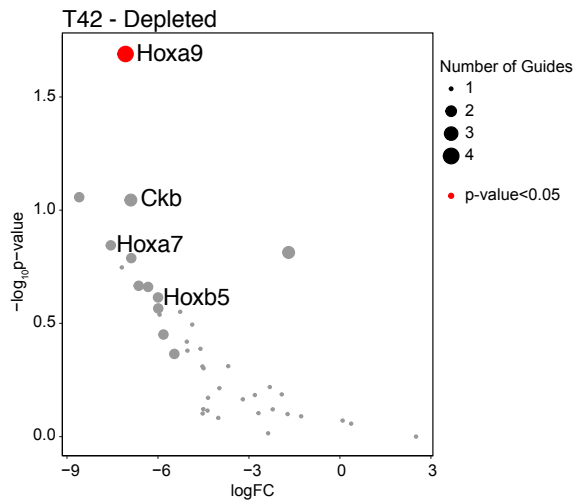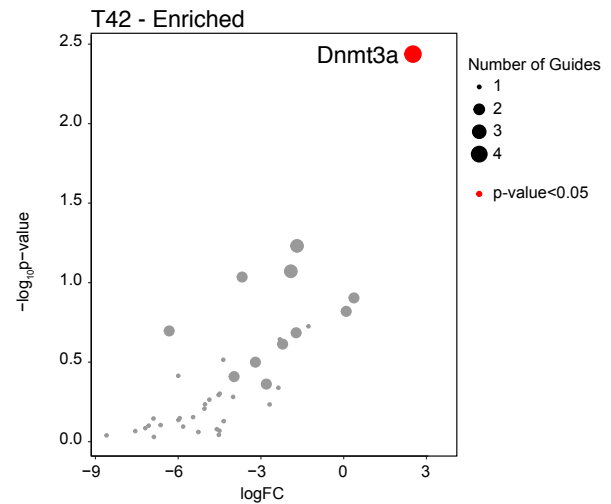

**Supplementary figure 5. CRISPR screen in *Bcor*<sup>ΔE9-10</sup>*Kras*<sup>G12D</sup> leuakemic cells.** (a) Genotyping results of *Bcor*<sup>ΔE9-10</sup>*Kras*<sup>G12D</sup> tumour cells utilized for the screen cultured *ex vivo* and *Bcor*<sup>flx/wt</sup> control DNA. (b) Positive enrichment of all genes in the CRISPR screen at T24 calculated by MAGeCK. (c) *Dnmt3a*-targeting sgRNA counts at T0, T24 and T42. (d) Negative and positive enrichment of all genes in the CRISPR screen at T42 calculated by MAGeCK.

**a**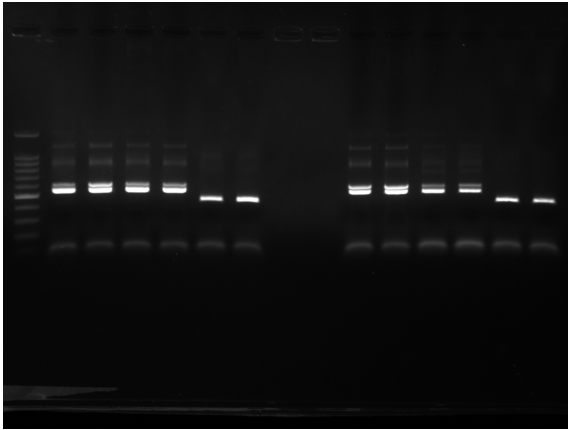**b**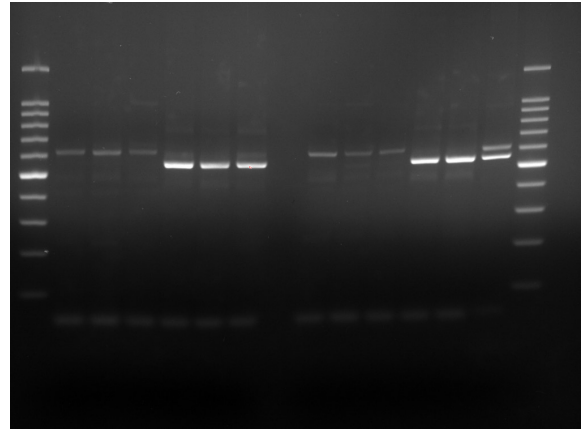**c**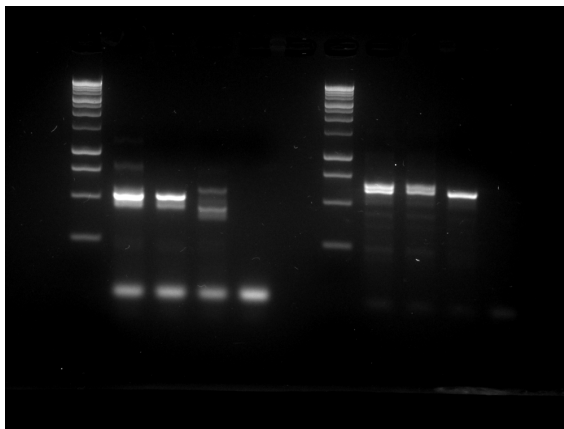**d**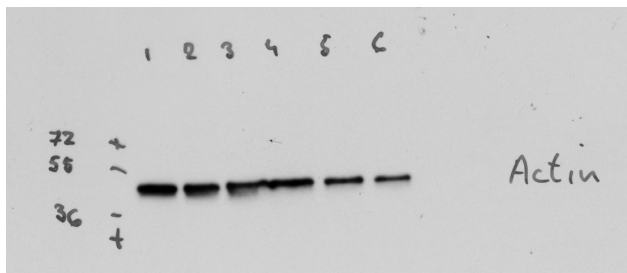**e**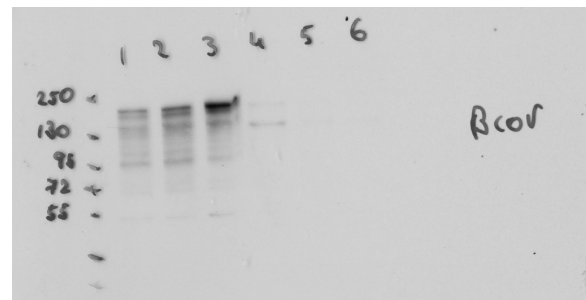

**Supplementary figure 6. Full, uncropped images of gels and blots.** (a) Genotyping DNA agarose gel, as related to Fig. 1B. lane 1: 100bp DNA Ladder, lane 2-5: 20w *Bcor*<sup>AE9-10</sup> KL cells, lane 6-7: 20w *Bcor*<sup>WT</sup> KL cells, lane 10-13: 20w *Bcor*<sup>AE9-10</sup> Lin+ cells, lane 14-15: 20w *Bcor*<sup>WT</sup> Lin+ cells. (b) Genotyping DNA agarose gel – as related to Supplementary Fig. 1A. lane 1: 100bp DNA Ladder, lane 2-4: *Bcor*<sup>AE9-10</sup> KL cells, lane 5-7: *Bcor*<sup>WT</sup> KL cells, lane 9-11: *Bcor*<sup>AE9-10</sup> KSL cells, lane 12-14: *Bcor*<sup>WT</sup> KSL cells, lane 15: 100bp DNA ladder. (c) Genotyping DNA agarose gel, as related to Fig. 4A. lane 1: 100bp DNA ladder, lane 2: BK clone#27 Bcor

genotyping, lane 3 BK clone 94 Bcor genotyping, Bcor<sup>flox/WT</sup> control DNA with Bcor genotyping, lane 5; 100bp DNA ladder, lane 6: BK clone#27 Kras genotyping, lane 3: BK clone 94 Kras genotyping, Bcor<sup>flox/WT</sup> control DNA with Kras genotyping. (d) Western Blot – as related to Supplementary figure 1C. Bcor western blot performed as described in methods with antibodies described in Supplementary Table 2. Lane 1-3: Bcor<sup>WT</sup> KL, lane 4-6: Bcor<sup>AE9-10</sup> KL. Molecular weight labelled. (e) Western Blot, as related to Supplementary Fig. 1C. Actin western blot performed with Ab in Supplementary Table 2. Lane 1-3: Bcor<sup>WT</sup> KL, lane 4-6: Bcor<sup>AE9-10</sup> KL.

## Supplementary Tables

*Supplementary Table 1: Flow cytometry antibodies*

| <b>Antibody</b> | <b>Species</b> | <b>Fluorophore</b> | <b>Source</b>   | <b>Cat. No.</b> |
|-----------------|----------------|--------------------|-----------------|-----------------|
| cKIT/CD117      | Mouse          | APC                | BD Pharmingen   | 553356          |
| Sca-1/ ly6a/e   | Mouse          | PE-Cy7             | BD Pharmingen   | 558162          |
| Fcy II/III      | Mouse          | PE                 | BD Pharmingen   | 553145          |
| CD34            | Mouse          | BV 421             | BD Pharmingen   | 562608          |
| CD150           | Mouse          | BV711              | Biolegend       | 115941          |
| CD48            | Mouse          | BV605              | Biolegend       | 103441          |
| CD11b/Mac-1     | Mouse          | V450               | BD Biosciences  | 560455          |
| B220            | Mouse          | APC                | eBioscience     | 17-0452-83      |
| CD3             | Mouse          | PE                 | BD Pharmingen   | 555275          |
| Gr-1/ly6C/G     | Mouse          | alexaFluor700      | BioLegend       | 108422          |
| CD45.2          | Mouse          | FitC               | BD Biosciences  | 553772          |
| lineage         | Mouse          | Biotin             | Miltenyi Biotec | 130-090-858     |
| Anti-biotin     | Mouse          | APC-Cy7            | Biolegend       | 405208          |

*Supplementary Table 2: ChIP and western blot antibodies*

| <b>Antibody</b>          | <b>Species</b> | <b>Source</b>                 | <b>Cat. No.</b> | <b>Clone/lot no.</b> |
|--------------------------|----------------|-------------------------------|-----------------|----------------------|
| H2AK119ub                | Mouse/human    | Cell signalling technology    | 8240S           | 2                    |
| H3K27me3                 | Mouse/human    | Millipore                     | 07449           | 2736613              |
| H3K27ac                  | Mouse/human    | Abcam                         | AB4729          | 323154-1             |
| H3K4Me3                  | Mouse/human    | Abcam                         | AB8580          | GR273043             |
| Bcor                     | Mouse/human    | Vivian Barwell <sup>2,3</sup> |                 |                      |
| β-actin                  | Mouse/human    | Sigma-Aldrich                 | A2228           |                      |
| 2° - anti Rabbit IGG/HRP | rabbit         | Dako                          | P0217           | 20047666             |
| 2° - anti mouse IgG/HRP  | mouse          | Dako                          | P0260           | 20030273             |

Supplementary Table 3: Primers

| Name                                        | Use        | Sequence                          |                          |
|---------------------------------------------|------------|-----------------------------------|--------------------------|
| C2                                          | Genotyping | GTATGCAGAGACCACCTCTTGGC           |                          |
| G                                           | Genotyping | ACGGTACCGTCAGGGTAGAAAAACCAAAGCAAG |                          |
| J                                           | Genotyping | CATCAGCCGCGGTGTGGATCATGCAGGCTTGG  |                          |
| <i>Hoxa5</i>                                | qPCR       | FWD                               | AAGCTGCACATTAGTCACG      |
|                                             |            | REV                               | CATGAGCTATTTTCGATCCTT    |
| <i>Hoxa7</i>                                | qPCR       | FWD                               | GGCCAATTTCCGCATCTA       |
|                                             |            | REV                               | CGTCAGGTAGCGGTTGAAG      |
| <i>Hoxa9</i>                                | qPCR       | FWD                               | CTCTTCGTGTGGCAGATCAT     |
|                                             |            | REV                               | AGCTTCCACAATCACAATGG     |
| <i>Actin</i>                                | qPCR       | FWD                               | AGCTTCTTTGCAGCTCCTTCGTTG |
|                                             |            | REV                               | TTCTGACCCATTCCCACCATCACA |
| <i>Bcor</i><br><i>exon9</i><br><i>DNA</i>   | qPCR       | FWD                               | TGGCCGGTAGCAATTGTTGT     |
|                                             | qPCR       | REV                               | GTGACAGATGACTGTGCGGA     |
| <i>Bcor</i><br><i>intron6</i><br><i>DNA</i> | qPCR       | FWD                               | GCTCCACTCCTGGAGACCTA     |
|                                             | qPCR       | REV                               | GCACTGAGCCTTATGGTGGT     |

Supplementary Table 4: list of transcription factors differentially regulated in *Bcor*<sup>AE9-10</sup> KL cells

|         |         |         |         |        |      |
|---------|---------|---------|---------|--------|------|
| Cited2  | Scmh1   | Tfam    | Hmga2   | Gata1  | Tal1 |
| Etv6    | Carf    | Notch1  | Polr3e  | Tob1   |      |
| Abt1    | Hcls1   | Rbl1    | Zfp142  | Tfdp2  |      |
| Ldb1    | Gata2   | Nr4a1   | Zfp361l | Cited4 |      |
| Ilf3    | Lmo1    | Pbx1    | Gcdh    | Mid1   |      |
| Gtf2h1  | Plagl2  | Snip1   | Ccnc    | Nr2c1  |      |
| Cebpb   | Usf2    | Ptges2  | Irf7    | Bbx    |      |
| Mta1    | Srebfl  | Fosb    | Lsm11   | Fosl2  |      |
| Hmgb2   | Gtf2a1  | Relb    | Zfp131  | Zfp51  |      |
| Rnf141  | Nfix    | Elk1    | Maz     | Ddx54  |      |
| Btf3    | Tnfaip3 | Taf12   | Zfp64   | Hmg20a |      |
| Mbd2    | Gtf2b   | Maml1   | Glrp1   | Clp1   |      |
| Nfkb1   | Tgif2   | Bcor    | Homez   | Baz2a  |      |
| Mcm4    | Elf1    | Taf6    | Nr2f6   | Taf7   |      |
| Tcf19   | Trp53   | Hdac6   | Rybp    | Atf6   |      |
| Pbxip1  | Rfx1    | Dnmt3a  | Nrip1   | Fos    |      |
| Sap30   | Elk4    | Irf5    | Aebp2   | Hoxa9  |      |
| Carhsp1 | Runx2   | Dedd2   | Cops2   | Lmo2   |      |
| Pbx3    | Cebpg   | Zdhhc21 | Zhx3    | Hoxa7  |      |
| Myc     | Nfe2l2  | Hoxa5   | Sh3d19  | Zfp36  |      |

Supplementary Table 5: Statistical analysis of ChIP-seq data overlaps

| Comparison                                                                                                                                         | Significance (p)        | Z score           | Direction                          | Analysis Method          |
|----------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------|-------------------|------------------------------------|--------------------------|
| <b>WT KL cells – related to Fig. 3A</b>                                                                                                            |                         |                   |                                    |                          |
| H3K27me3 regions and H2AK119ub regions                                                                                                             | 0.000999001             | 362.5348          | Greater                            | regioner <sup>4</sup>    |
| H3K4me3 regions and H2AK119ub regions                                                                                                              | 0.000999001             | 211.194           | Greater                            |                          |
| H3K27me3 regions and H3K4me3 regions                                                                                                               | 0.000999001             | 233.373           | Greater                            |                          |
| <b>Overlap of genes associated with histone marks– related to Fig. 3I</b>                                                                          | <b>Significance (p)</b> | <b>ODDS ratio</b> | <b>Number of overlapping genes</b> | <b>Analysis Method</b>   |
| H2AK119ub associated genes and H3K27me3 associated genes                                                                                           | 3.4E-22                 | 15.1              | 29                                 | GeneOverlap <sup>5</sup> |
| H2AK119ub associated genes and H3K4me3 associated genes                                                                                            | 0.00015                 | 6.7               | 7                                  |                          |
| H2AK119ub associated genes and SE associated genes                                                                                                 | 0.0022                  | 5.8               | 5                                  |                          |
| H2AK119ub associated genes and DEG                                                                                                                 | 0.04                    | 2                 | 10                                 |                          |
| H3K27me3 associated genes and H3K4me3 associated genes                                                                                             | 1.8E-37                 | 15.1              | 51                                 |                          |
| H3K27me3 associated genes and SE associated genes                                                                                                  | 0.55                    | 1                 | 4                                  |                          |
| H3K27me3 associated genes and DEG                                                                                                                  | 0.15                    | 1.3               | 28                                 |                          |
| H3K4me3 associated genes and SE                                                                                                                    | 0.0065                  | 3.8               | 6                                  |                          |
| H3K4me3 associated genes and DEG                                                                                                                   | 0.0017                  | 2.2               | 20                                 |                          |
| SE and DEG                                                                                                                                         | 0.024                   | 1.9               | 14                                 |                          |
| Upregulated Genes and Loss of ubiquitination genes in <i>Bcor</i> <sup>AE9-</sup> <sup>10</sup> KL cells                                           | 0.012                   | 2.5               | 10                                 |                          |
| <i>Bcor</i> <sup>AE9-10</sup> <i>Kras</i> <sup>G12D</sup> tumour KL cells:<br>Upregulated Genes and genes associated with a Loss of ubiquitination | 9E-11                   | 6.0               | 23                                 |                          |

### Supplementary References

1. Wu, D. *et al.* ROAST: rotation gene set tests for complex microarray experiments. *Bioinformatics* **26**, 2176–2182 (2010).
2. Gearhart, M. D., Corcoran, C. M., Wamstad, J. A. & Bardwell, V. J. Polycomb Group and SCF Ubiquitin Ligases Are Found in a Novel BCOR Complex That Is Recruited to BCL6 Targets. *Molecular and Cellular Biology* **26**, 6880–6889 (2006).
3. Cao, Q. *et al.* BCOR regulates myeloid cell proliferation and differentiation. *Leukemia* **30**, 1155–1165 (2016).
4. Gel, B. *et al.* regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. *Bioinformatics* **32**, 289–291 (2015).
5. Shen, L. GeneOverlap: An R package to test and visualize gene overlaps. *R Package* (2014).

# Supplementary material for: Bcor loss perturbs myeloid differentiation and promotes leukaemogenesis
**Source:** Nat Commun. 2019 Mar 22;10:1347. doi: 10.1038/s41467-019-09250-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Information**

**File Name:** Supplementary Data 1

**Description:** Significantly differentially expressed genes ( $\log_2FC > 0.5$  or  $< -0.5$ ,  $p < 0.05$ ) in Bcor $\Delta$ E9-10 KL cells compared with BcorWT KL cells

**File Name:** Supplementary Data 2

**Description:** Significantly differentially ubiquitinated regions ( $\log_2FC > 0.3$  or  $< -0.3$ ,  $p < 0.001$ ) and associated genes in Bcor $\Delta$ E9-10 KL cells compared to BcorWT KL cells

**File Name:** Supplementary Data 3

**Description:** Significantly differentially expressed genes ( $\log_2FC > 0.5$  or  $< -0.5$ ,  $p < 0.05$ ) in Bcor $\Delta$ E9-10KrasG12D KL cells compared with KrasG12D KL cells

**File Name:** Supplementary Data 4

**Description:** Significantly differentially ubiquitinated regions ( $\log_2FC > 0.3$  or  $< -0.3$ ,  $p < 0.001$ ) and associated genes in Bcor $\Delta$ E9-10KrasG12D KL cells compared with KrasG12D KL cells

**File Name:** Supplementary Data 5

**Description:** Sequences of CRISPR guides targeting Bcor-regulated genes used for generation of a custom CRISPR library

**File Name:** Supplementary Data 6

**Description:** Statistical analysis of CRISPR dropout screen analysed with MAGeCK

How the deposited data were processed for this re-analysis (not part of the article)

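The measurements were Quant-seq 3′ mRNA counts of donor-derived KL cells from *Ptprca* recipients, in 2 *Bcor* ΔE9-10 and 2 *Bcor* WT libraries. The authors filtered reads on quality, trimmed 5′ ends and poly-A-derived 3′ ends with cutadapt, mapped to mm10 with HISAT2, and made gene counts with subread; the deposited table holds these counts unnormalized. For *Bcor* ΔE9-10 replicate 2 and *Bcor* WT replicate 1 the deposited values were taken to be expected counts. This was an untested assumption, as *Gm4430* alone has values that are not whole there. How these values arose is not stated in the paper's text. The table holds genes above a level that the text does not state. The paper's own lists, Supplementary Data 1 (primary mice) and Supplementary Data 2 (H2AK119ub regions), were used as gene lists and log2 fold changes. A planned comparison is not reported here.

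From the counts, rounded to whole numbers, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr, TMM scaling, a quasi-likelihood fit and F test, a prior count of 0.125 for log2 fold changes, and Benjamini-Hochberg adjustment over the 12067 genes. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. CPM were scaled by the TMM factors, and log2 values for plots and correlations between libraries used a prior count of 2. Gene sets were tested with fry and camera from limma 3.58.1 on voom values. Alternative fits used limma-voom and DESeq2 1.42.0. Sets with under 80% of their genes in the table counted in the adjustment, but their tests were not read. The spread of a correlation or a percent was the SD over the 4 single pairs of a *Bcor* ΔE9-10 and a *Bcor* WT library. Random lists (10000) were matched on mean expression in 20 bins. Gene positions and biotypes came from GENCODE M21 on GRCm38 (mm10), and the closest coding gene of a pseudogene was found by aligning its transcript to coding transcripts with blastn 2.17.0. Figures were drawn with matplotlib 3.10.9 and tables were read with pandas 2.3.3 in Python 3.11.15.

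Totals ranged from 3825289.5 to 6253100.5 counts, and 3 counts corresponded to between 0.480 and 0.784 CPM. Shares of counts carry 95% Wilson intervals. The replicate numbers of the libraries come from the labels; the recipients were different animals, and the deviations of same-numbered libraries from their group means had a correlation of -0.094, so the numbers were used as a block only in an alternative. The labels give no batch or date. Genes were named by a rule written in advance, as every gene that the text, Fig. 2e, Fig. 3h or Supplementary Fig. 2b names as changed in *Bcor* ΔE9-10 KL cells, *Bcor*, the 5 highest and 5 lowest log2 fold changes among non-overlapping genes with an adjusted p under 0.05, and lineage and sex marker genes. *Tsix* and *Gm42418* were named after their values were seen.

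The alternatives were DESeq2's size factors in place of TMM, no filter, at least 10 counts in every library, the replicate number as a block, limma-voom, DESeq2, a prior count of 2, each library left out in turn, 4 other gene lists for the comparison with the primary mice, Pearson's correlation and camera. Leaving out *Gm42418*, and the alternatives for the marker panels, were added after the data were examined. No library was left out of the reported values, and gene counts and set tests were not recomputed with 1 library in a group.

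The fits were tested on simulated counts drawn from the means and library sizes of these libraries with 200 changed genes. With a trended dispersion, 189 changed genes were among the 11776 tested, edgeR recovered 115 of them (60.8%) at an adjusted p under 0.05, and 7 of its calls (5.74%) were false. It recovered 82 of 93 genes with a log2 fold change of 3 and 33 of 96 with 1.5. With gene-wise dispersion it recovered 99 of 189 (52.4%) among 11820 genes tested, and 14 calls (12.4%) were false. The trended setting was added after the gene-wise result was seen, and both are kept. In the trended simulation fry, which rotates residuals in place of a permutation of labels, gave p = 5.39e-04 for the genes raised, 3.99e-04 for the genes lowered and 0.253 for unchanged genes. Simulated genes were drawn independently and changed by 1.5 or 3 on the log2 scale. The primary up and down sets had medians of 0.25 and -0.35, so the simulation does not measure the power of fry for them. The rank correlation of simulated and recovered changes was 0.955 over 189 genes.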

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

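All tests in this part were chosen only after the results they measure were seen. Those of depth, of scaling and of variation between mice replaced earlier tests that could not decide these explanations for the genes concerned. The new test of variation between mice cannot decide that explanation either.

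*Gm13167* and *Gm11425* were the only genes of the 12067 tested with an adjusted p under 0.05 in edgeR, and the paper does not discuss them. Their log2 fold changes were 6.07 and 5.32, both *Bcor* ΔE9-10 libraries lay above both *Bcor* WT libraries for each, and leaving out 1 library moved them only between 5.90 and 6.23 and between 5.13 and 5.48. Both passed in all the settings run for the transplant counts, with adjusted p from 7.39e-38 to 0.0104 for *Gm13167* and from 1.00e-29 to 0.0104 for *Gm11425*. *Bcor* ΔE9-10 replicate 1 and *Bcor* WT replicate 2 are the closest in total counts (5058140 and 4992205), and between them the smaller of the 2 differences was 5.42 on the log2 scale, so depth does not account for them. Reads shared with the coding genes they were copied from are a candidate explanation that remains open. *Rpl12* changed by -0.10 and *Hmgb2* by 0.39 on the log2 scale, so *Hmgb2* did not fall where *Gm13167* rose, while the sums of pseudogene and coding gene had log2 fold changes of 0.28 and 0.66 that did not pass even without adjustment (0.426 and 0.220 in edgeR's test). The pseudogenes held only 14.6 and 12.4% of the counts in these sums, which could thus hardly move either way, so the sums do not decide whether reads were shared. Within a genotype the 2 genes differed by at most 0.347 on the log2 scale, against at least 5.00 in each pair of different genotype. This does not decide on variation between mice whatever the genotype, because genes that pass the fit are selected for a small spread within each group. In the other 2 splits of the libraries 0 and 4 genes passed, so such separations also arose without a split by genotype. Supplementary Data 1 lists them in 0 lines, so the primary mice do not show whether loss of *Bcor* raises them. A strain variant inherited with the donors was not tested. An effect of *Bcor* loss on these pseudogenes cannot be told apart from shared reads or from variation between mice, and no decisive test of either was run.

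*Xist* (chromosome X, 103460366 to 103483254) was lower in *Bcor* ΔE9-10, with a log2 fold change of -2.56 (edgeR adjusted p = 0.419, and from 0.0132 to 0.640 over the alternatives, the lowest with DESeq2). It had 13 and 24 counts in *Bcor* ΔE9-10 and 64 and 101 in *Bcor* WT, or 2.40 and 3.91 against 18.7 and 19.0 CPM. The donors were taken to be male and the recipients were female, so *Xist* reads may come from recipient cells sorted with the donor cells. In that case Y chromosome genes would be lower in both *Bcor* WT libraries, but only by the share of recipient cells, which is not known. Their sum was 103 and 103 CPM in *Bcor* ΔE9-10 and 107 and 49.7 in *Bcor* WT, a log2 ratio of -0.40 with a mixed order. *Bcor* WT replicate 1 had as much *Xist* as replicate 2 without a lower Y sum, so the Y genes did not follow *Xist*. A small share of recipient cells would hardly lower the Y sum, so these genes neither support nor exclude recipient cells. Scaling does not account for the difference, as the highest count in *Bcor* ΔE9-10 was under the lowest in *Bcor* WT without any scaling (log2 ratio -1.42), nor does depth, with a log2 difference of -2.79 between *Bcor* ΔE9-10 replicate 1 and *Bcor* WT replicate 2, the closest in total counts. *Xist* is in 0 lines of Supplementary Data 1, so the primary mice do not show whether loss of *Bcor* lowers it. *Tsix*, which overlaps *Xist* on the other strand and was chosen after its values were seen, fell by 2.64 on the log2 scale, and its reads cannot be separated from those of *Xist* without knowing the strand used in counting. An effect of *Bcor* loss cannot be told apart from recipient cells.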

How the results depend on the processing

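The alternatives were chosen before the data were examined, except for leaving out *Gm42418* and for the alternatives of the marker panels, which were chosen after seeing the data.

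The number of genes with an adjusted p under 0.05 depended on the setting. It was 2 with edgeR, 2 with DESeq2's size factors and 2 without *Gm42418*, but 5 among genes with at least 10 counts in every library, 4 with limma-voom and 43 with DESeq2, each including the 2 of edgeR. The cause was not tested. The number with an unadjusted p under 0.05 and an absolute log2 fold change above 0.5 stayed between 464 and 535 against 533, with 374 to 529 of the genes shared in the settings that could move it. The filterByExpr filter removed 0 genes, so leaving it out could not move a result.

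With the replicate number as a block, 14 genes had an adjusted p under 0.05, and 464 met the unadjusted criterion. The correlation with the primary mice was 0.505, fry gave 0.641 and 0.181 before adjustment for the primary up and down sets, and *Cebpb* and *Zfp36* changed sign, at 0.20 and 0.0076. Same-numbered libraries come from different animals and their deviations had a correlation of -0.094.

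The correlation with the primary mice stayed between 0.426 and 0.727 under the other gene lists and between 0.463 and 0.526 under the other settings, within 1 SD (0.263) of 0.494. Across the 4 fits that each left out a library it ranged from 0.114 to 0.580 and the percent in the same direction from 54.1 to 80.02%. Both low ends came without *Bcor* WT replicate 2.

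With camera in place of fry, the primary up and down sets gave 2.29e-10 and 3.46e-11, and the erythroid and the eosinophil, basophil and mast cell panels gave adjusted p of 6.90e-10 and 5.44e-11. Camera sets a set against other genes and fry against the spread between libraries. With at least 10 counts in every library, the eosinophil, basophil and mast cell panel had an adjusted p of 0.0257 with fry, where its range over the alternatives was 5.44e-11 to 0.358. The cause was not tested. The other sets and panels kept their side of the threshold.

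Of the 43 named genes followed over the settings that tested them, *Cebpb* and *Zfp36*, both near 0, also changed sign with limma-voom, at 0.23 and 0.0098. Of the other 75, 7 had both signs over the settings that kept all 4 libraries and *Gm42418*, that gene among them. With DESeq2 7 of the 43 genes passed that did not with edgeR, and 1 did with the block; 0 were lost. The depth limits genes such as *Ankrd63*, whose *Bcor* WT counts of 3 and 0 allow only a comparison with the floor.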

Differences from the paper's values

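No test in this part was chosen after its result was seen.

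Spearman's rho was 0.494 against the paper's 0.52 in Supplementary Fig. 2b, a gap smaller than the SD of 0.263 over single library pairs. The paper's transplant values come from these same libraries. A spread between mice therefore does not measure how far the analyses should differ. The gene lists differ, since the paper plots genes changed in either experiment and the value here covers 1652 genes of Supplementary Data 1. The tool differs too, as the paper names limma, and with limma-voom rho was 0.526. The paper describes the correlation as high. Without *Bcor* WT replicate 2 it was 0.114, outside that SD of the paper's value.

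The log2 fold changes of the 23 labelled genes lay within 1 SD over single library pairs of those read by eye from Supplementary Fig. 2b. Because the libraries are the same and this SD reached 1.73 (*Gm8203*), such a match was all but fixed and is no check. The widest gap was for *Mrps36-ps2*, at -0.80 against about -1.8 in Supplementary Fig. 2b, read by eye. With limma-voom this gene was at -1.51. The legend labels genes that pass its threshold in either experiment. In the transplant data 11 of the 23 passed an absolute log2 fold change above 1 with p under 0.01 in edgeR, 7 with limma-voom and 14 with DESeq2.

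The paper names *Myc*, *Gata2*, *Cebpb* and *Cebpg* among transcription factor genes changed in the primary mice, where it lists each as higher. In the transplant data their log2 fold changes were -0.34, -0.41, -0.01 and -0.32. For *Cebpb* the sign matched with the replicate block (0.20) and with limma-voom (0.23), and for the other 3 none of the alternatives set before the data were examined changed the sign, apart from fits that left out 1 library. *Zfp36*, listed as higher in the primary mice, was at -0.00 here, and at 0.01 with the replicate block and with limma-voom.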

Other observations

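In this part the tests of a single library, of random pseudogene lists, of other splits, of opposite signs, of the correlation without *Gm42418* and of panels between the *Bcor* WT libraries were fixed before the results they measure were seen. The tests of the primary list, the cell mixture of the panels, the difference between the *Bcor* WT libraries, depth, and the panels' dependence on *Gm42418* were chosen only after; the last 2 replaced earlier tests by which the values were all but fixed.

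Marker panels written in advance, 7 of lineages, 1 of *Xist* alone and 1 of Y chromosome genes, were tested with fry, adjusted over all 9, and 0 had an adjusted p under 0.05. By unadjusted p, 3 of the 9 were under 0.05, the erythroid panel, the eosinophil, basophil and mast cell panel, and *Xist*. The erythroid panel (12 of 15 genes in the table) had the direction up, with 11 of 12 genes higher in *Bcor* ΔE9-10, a mean log2 fold change of 1.64 (median 1.17) and an adjusted p of 0.105, from 6.90e-10 to 0.358 over the alternatives. The mean includes *Rhd*, which was at or under the floor of 3 counts in both *Bcor* WT libraries. Its *Bcor* ΔE9-10 level was 10.1-fold the mean of their floors, with no allowance for counting error. Without *Rhd* the panel mean was 1.27. The groups did not overlap for 10 of the 12, where chance gives 33.3%. With a library left out, the mean over all 12 was nearest 0 at 1.43, so it does not rest on a single library. The share of *Gm42418* was above that of *Bcor* ΔE9-10 in *Bcor* WT replicate 1 and under it in *Bcor* WT replicate 2, and the mean was 2.175 against the first alone and 1.48 against the second alone. Between *Bcor* ΔE9-10 replicate 1 and *Bcor* WT replicate 2, the closest in total counts, the mean difference was 1.45. Of the panel's genes that the paper lists for the primary mice, 6 of 7 (85.7%) change the same way there. These are *Car1*, *Car2* and the haemoglobin genes *Hba-a1*, *Hba-a2*, *Hbb-bs* and *Hbb-bt*. The exception is *Gata1*, at -1.54 there and -0.02 in the transplant data. In the paper's limma test the adjusted p of the 7 genes ranged from 0.0725 (*Car1*) to 0.173 (*Gata1*). *Car1* is also labelled in Supplementary Fig. 2b, whose labels were chosen in part from these same libraries. As 91.7% of the panel moved together, a different mixture of cells sorted as KL could give the same picture as a change within cells, and the 2 cannot be told apart.

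The eosinophil, basophil and mast cell panel (11 of 13 genes) was lower in *Bcor* ΔE9-10 for 11 of 11 genes, with a mean log2 fold change of -1.47 and an adjusted p of 0.0526, from 5.44e-11 to 0.358 over the alternatives. The groups did not overlap for 10 genes, where chance gives 33.3%. With a library left out, the mean was nearest 0 at -1.24, against *Bcor* WT replicate 1 alone, and it was -1.60 against *Bcor* WT replicate 2 alone, so it kept its direction on both sides of the *Bcor* ΔE9-10 share of *Gm42418*. Between the libraries closest in total counts the mean difference was -1.65. All 10 panel genes listed in Supplementary Data 1 (100%) change the same way there. Of the panel's genes, *Epx*, *Ear1* and *Cyp11a1* are labelled in Supplementary Fig. 2b. Those labels were chosen in part from these same libraries, so the fall of these genes is no independent support for the panel. Since 100% of the panel moved together, fewer such cells among the sorted KL cells may explain it as well as a change in each cell. The neutrophil panel had an adjusted p of 0.907 in fry. The monocyte and dendritic cell panel was lower for 6 of 8 genes, with an adjusted p of 0.173 (0.0770 before adjustment). The stem cell, megakaryocyte and lymphoid panels had under 80% of their genes in the table and were not read.

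The correlation with the primary mice may rest on *Bcor* WT replicate 2. It fell to 0.114 without that library, and the difference between the 2 *Bcor* WT libraries alone had a rho of 0.478 with the primary change. The difference between the *Bcor* ΔE9-10 libraries had -0.0832. Leaving out *Gm42418* as well gave 0.114, but this only rescales the libraries, to which rho does not respond, so a part played by that gene cannot be excluded. With that gene left out and the other counts of all libraries thinned to those of *Bcor* WT replicate 1 (2758838.5), the pairs with *Bcor* WT replicate 2 had a rho of 0.498 and 0.549, so depth does not account for the fall. No lineage panel that could be tested had a mean difference of 1 or more on the log2 scale between the 2 *Bcor* WT libraries. The largest was 0.41, for the erythroid panel. In such means opposite changes cancel. In that panel *Hba-a1* had 2.42 and 3.86 log2 CPM in replicates 1 and 2, but *Car2* had 3.59 and 2.24. The means thus do not exclude a different mixture of cells. The Y chromosome genes summed to 107 and 49.7 CPM there with *Xist* at 18.7 and 19.0, which does not settle whether recipient cells differed. The data do not show which *Bcor* WT library is closer to the primary controls, and with 2 libraries per genotype a state that varies between *Bcor* WT mice cannot be told apart from an effect of *Bcor*. That state is a hypothesis found and tested on the same libraries.

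Annotated pseudogenes made up 34 of 106 genes with p under 0.01 (32.1%), against 6.72% of the other genes (Fisher's exact test, two-sided p = 1.11e-14). Another split of the 4 libraries, replicates 1 against replicates 2, gave 36.1%, and the third gave 20.8%, so as large a share arose without a split by genotype. The 838 annotated pseudogenes differed between libraries of the same genotype by a median of 0.77 on the log2 scale, against 0.52 in random expression-matched lists. Their median change between genotypes exceeded 100% of 10000 expression-matched lists, which would follow both from reads placed differently on copied genes and from real changes. Over Supplementary Data 1, 54 of 112 pseudogenes (48.2%) moved opposite ways in the transplant and primary data, against 336 of 1540 other genes (21.8%; Fisher's exact test, two-sided p = 5.21e-09). Low counts do not account for it, since 100% of expression-matched lists of other genes had a smaller share of opposite signs. A candidate explanation for the 4 labelled genes of Supplementary Fig. 2b that moved opposite ways is therefore that they are pseudogenes with counts that vary between mice. No biological explanation was tested.

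The genes that lost H2AK119ub in the paper's Supplementary Data 2 had 47 of 73 genes in the table, under 80%, so the test of that set was not read. Their median log2 fold change was 0.05, and 51.1% were higher. No explanation was tested.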
